# Over Expression of Wild Type or a Catalytically Dead Mutant of SIRTUIN 6 Does Not Influence NFκB Responses

**DOI:** 10.1371/journal.pone.0039847

**Published:** 2012-07-06

**Authors:** Rachel Grimley, Oxana Polyakova, Jessica Vamathevan, Joanne McKenary, Brian Hayes, Champa Patel, Janet Smith, Angela Bridges, Andrew Fosberry, Anshu Bhardwaja, Bernadette Mouzon, Chun-Wa Chung, Nathalie Barrett, Nicola Richmond, Sundip Modha, Roberto Solari

## Abstract

SIRT6 is involved in inflammation, aging and metabolism potentially by modulating the functions of both NFκB and HIF1α. Since it is possible to make small molecule activators and inhibitors of Sirtuins we wished to establish biochemical and cellular assays both to assist in drug discovery efforts and to validate whether SIRT6 represents a valid drug target for these indications. We confirmed in cellular assays that SIRT6 can deacetylate acetylated-histone H3 lysine 9 (H3K9Ac), however this deacetylase activity is unusually low in biochemical assays. In an effort to develop alternative assay formats we observed that SIRT6 overexpression had no influence on TNFα induced nuclear translocation of NFκB, nor did it have an effect on nuclear mobility of RelA/p65. In an effort to identify a gene expression profile that could be used to identify a SIRT6 readout we conducted genome-wide expression studies. We observed that overexpression of SIRT6 had little influence on NFκB-dependent genes, but overexpression of the catalytically inactive mutant affected gene expression in developmental pathways.

## Introduction

Sirtuins are a family of NAD^+^ dependent enzymes that are conserved from prokaryotes to man and the founding member of the family, Sir2 (silent information regulator protein), was discovered in yeast as a protein that could control longevity. In mammals there are 7 members of the Sirtuin family, SIRT1-7, and they have been linked to many biological processes ranging from chromatin modification, genomic stability, metabolism, cellular senescence and organismal lifespan. The Sirtuins are known to catalyse two different NAD^+^ dependent post-translation protein modification reactions, namely deacetylation and ADP-ribosylation. During the protein deacetylation reaction, NAD^+^ is consumed as a co-substrate and cleaved to nicotinamide and 2′-O-acetyl-ADP-ribose. All Sirtuins, except SIRT4, display NAD^+^ dependent deacetylase activity and SIRT4 and SIRT6 have been shown to display additional ADP-ribosyl transferase activity [1].

SIRT6 and SIRT7 cDNAs were originally discovered by searching an EST database with SIRT4 as the probe [2] and SIRT6 mRNA and protein are expressed in most mouse tissues examined, with the highest protein levels in thymus, skeletal muscle, and brain [3]–[5]. Subcellular fractionation studies showed that SIRT6 is predominantly localized to the chromatin/nuclear matrix fractions and immunocytochemistry studies on transfected cells confirmed its nuclear localisation [3]–[5]. SIRT6 knockout mice display a greatly shortened lifespan and acute degenerative and metabolic defects similar to premature aging pathologies. It was further shown that SIRT6 knockout embryonic stem cells and mouse embryonic fibroblasts showed impaired proliferation and increased sensitivity to DNA-damaging agents [5]. These studies demonstrated that SIRT6 promotes resistance to DNA damage and suppresses genomic instability, consistent with a role in base excision repair (BER) although double-strand break (DSB) repair and cell cycle checkpoints appeared normal [5]. Recent studies have gone on to show that SIRT6 is involved in DSB repair by forming a macromolecular complex with DNA-dependent protein kinase [6] and SIRT6 promotes DNA end resection through CtIP acetylation [7]. More recently SIRT6 has been shown to promote DNA repair by ADP-ribosylating and activation of PARP1 [8].

**Figure 1:**
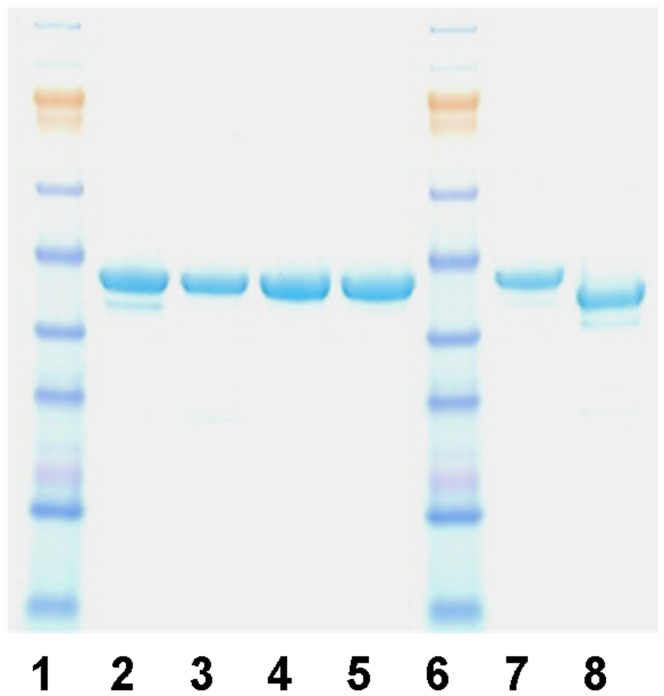
Full length SIRT6 and mutant expression. Human SIRT6 was amplified by PCR and cloned into a modified pET28a expression vector which incorporated a FLAG tag upstream of a 6xHIS tag and thrombin cleavage site (th). In addition to this Flag-6His-th-tag, the N-terminus of SIRT6 was modified with a Tev or Precission protease site. Wild type SIRT6 and a series of site directed mutants were expressed and purified as described. Samples were analysed by SDS-PAGE. Lanes 1 and 6: Molecular mass markers; Lane 2: wild type SIRT6; Lane 3: H133W SIRT6; Lane 4: H133Y SIRT6; Lane 5: N114A SIRT6; Lane 7: wild type SIRT6 with Precission tag; Lane 8: wild type SIRT6 with N-terminal tag removed.

Few direct substrates for SIRT6 have been described so far but it has been shown that the human SIRT6 protein is an NAD^+^-dependent histone H3 lysine-9 (H3K9) deacetylase that modulates telomeric chromatin. SIRT6 associates specifically with telomeres, and SIRT6 depletion leads to telomere dysfunction with end-to-end chromosomal fusions and premature cellular senescence. Moreover, SIRT6-depleted cells exhibited abnormal telomere structures that resemble defects observed in Werner syndrome, a premature aging disorder [9]. At telomeric chromatin, SIRT6 deacetylated H3K9 and was required for the stable association of RECQL2/WRN, the factor that is mutated in Werner syndrome. Consequently SIRT6 contributes to the propagation of a specialized chromatin state at telomeres, which in turn is required for proper telomere metabolism and function. These findings constituted the first identification of a physiologic enzymatic activity of SIRT6, and linked chromatin regulation by SIRT6 to telomere maintenance and a human premature aging syndrome.

**Figure 2:**
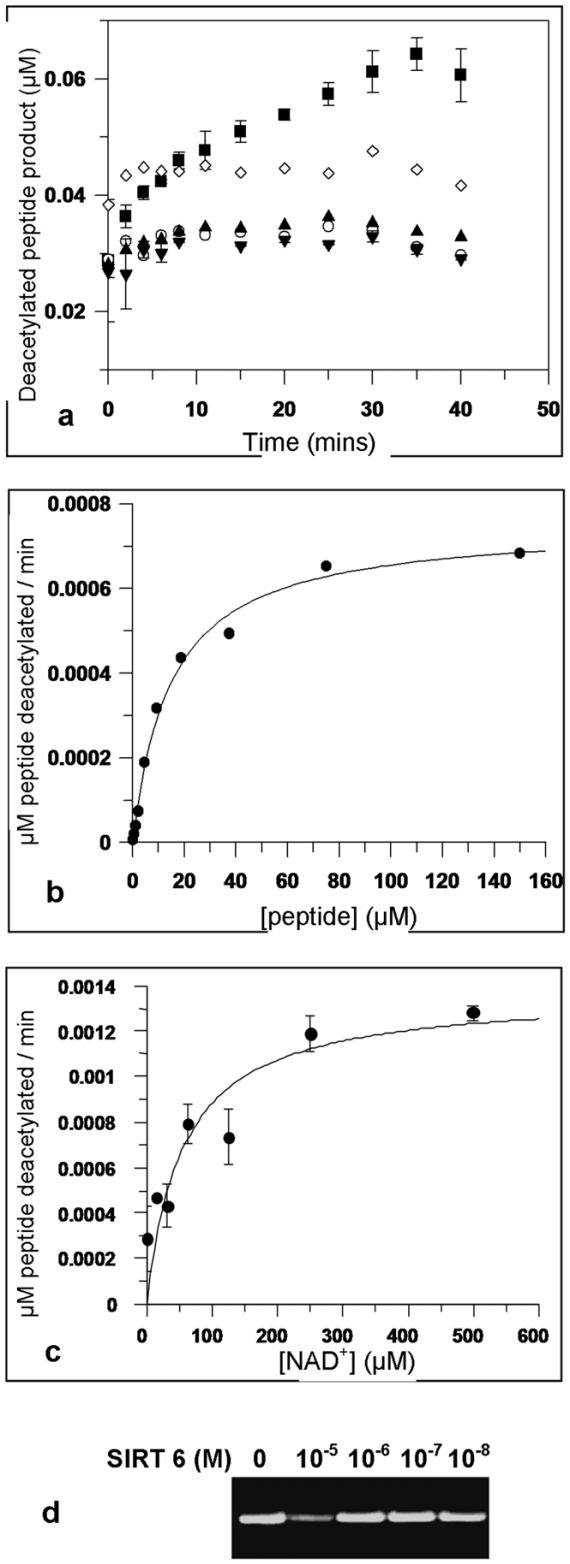
Kinetic characteristics of SIRT6 deacetylase activity. (**A**) Progress curves for purified, recombinant full-length wild-type (wt) and mutant SIRT6 proteins, expressed in *E.coli*. ▪ wt SIRT6 (2 µM), ▾H133W (10 µM), ▴ H133Y (10 µM), ○ N114A (10 µM), ◊ inhibition of wt (2 µM) with 20 mM NAM (this also generates an intrinsic level of background fluorescence). Error bars represent the standard error of mean duplicate values. (**B**) *K* ***_m,app_*** determination for peptide gave a value of 14.7+/−1.5 µM. Error bars represent the standard error of mean duplicate values. (**C**) *K* ***_m,app_*** determination for NAD^+^ gave a value of 52.4+/−18 µM. Error bars represent the standard error of mean duplicate values. (**D**) Deacetylation of purified H3/H4 histones with SIRT6. Deacetylation could be detected at a substrate:enzyme ratio of 1∶1.

An additional function for SIRT6 has recently been discovered, as a transcriptional regulator through its physical interaction with the transcription factors NFκB [10] and HIF1α [11]. Activation of RelA/p65 is proposed to recruit SIRT6 to the chromatin of NFκB target genes where it deacetylates acetylated histone H3 lysine-9 (H3K9Ac), leading to condensation of chromatin and thus terminating NFκB signalling [10]. In SIRT6 deficient cells H3K9 was hyperacetylated at NFκB sites within promoters leading to increased inflammatory gene expression, cellular senescence and apoptosis [10].

**Figure 3:**
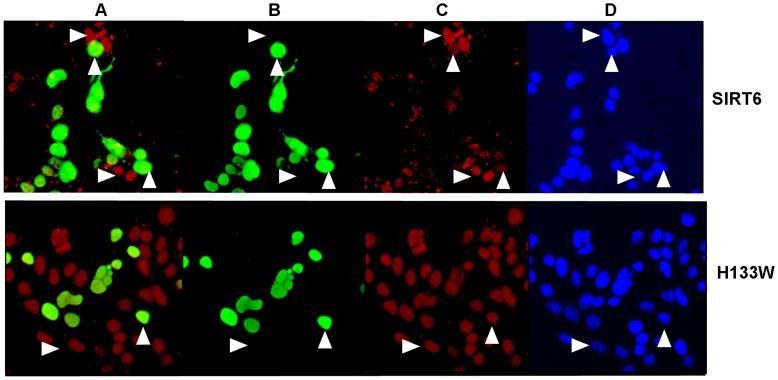
SIRT6 activity in mammalian cells. Panel A shows SIRT6 (anti-Flag stained in green) and H3K9Ac (red) double staining. Panel B shows SIRT6 staining alone. Panel C shows H3K9Ac staining alone and panel D shows Hoechst staining. Top row shows wild type SIRT6 transfection and lower row shows H133W transfection. Upward pointing arrowheads show the position of a transfected cell nucleus whereas a right pointing arrowhead shows an untransfected cell nucleus.

Chronic obstructive pulmonary disease (COPD) is a major global health problem characterised by chronic airflow limitation. There is good clinical evidence to suggest that the lungs of COPD patients have features of increased inflammation and accelerated aging [12]. The accelerated aging is evident both from the gross anatomical and functional changes that characterise emphysema and at a cellular level there is evidence for increased cellular senescence and telomere shortening thought to result from DNA damage or impaired DNA repair as a result of oxidative stress from cigarette smoke. Given the biology known about SIRT6 we wished to develop screening assays to discover activators or inhibitors of SIRT6 and evaluate its potential as a therapeutic target for COPD.

## Results

### Kinetic Characteristics of SIRT6 Deacetylase Activity

We quantified the deacetylation activity of SIRT6 using a peptide based around the sequence of H3K9Ac as a substrate. Lysine deacetylation activity has been demonstrated for human SIRT6 using H3K9Ac peptides [9] and H3K56Ac peptides and *in vivo* [13], [14] using HPLC and Western blot methods; however, we describe a detailed characterisation of basic kinetic parameters (*k_cat_, K_m,app_*_(peptide, NAD)_) using a modification of the quenched-Fluorescence Resonance Energy Transfer (FRET) method previously described for SIRT1 [15].

**Figure 4:**
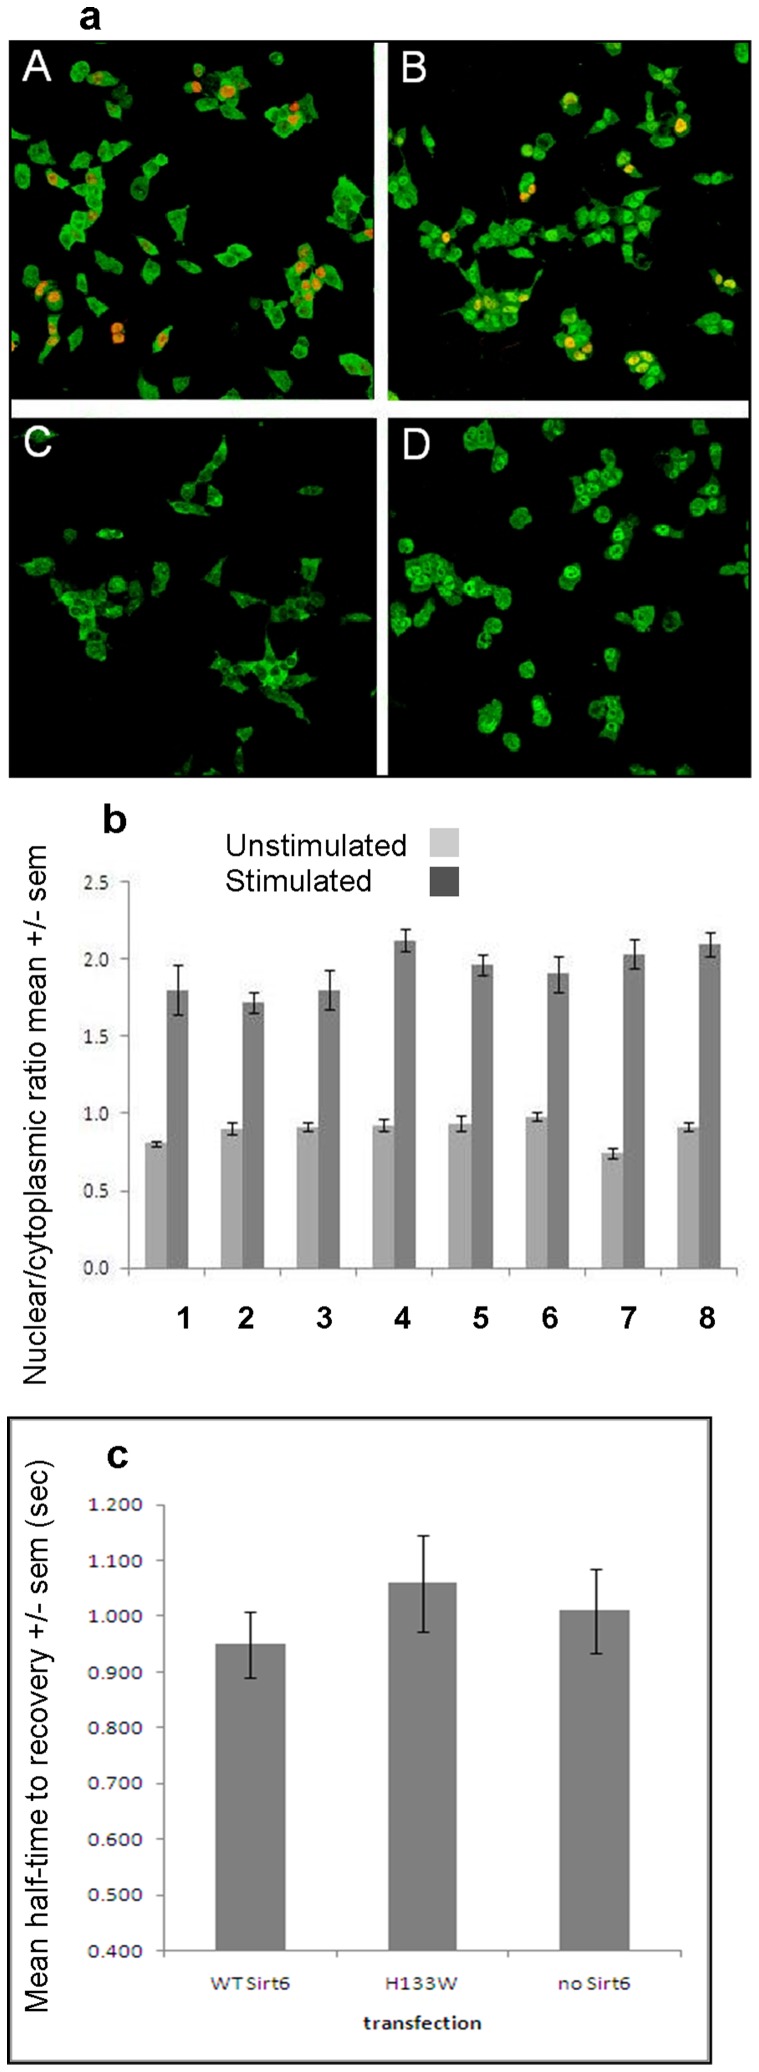
Influence of SIRT6 on nuclear translocation and nuclear mobility of RelA/p65. (**a**) Medium magnification confocal microscopy images of cells immunostained for RelA/p65 (green) and flag tag-SIRT6 (red). The images show cells with low intensity of RelA/p65 staining in the nucleus in unstimulated cells (A and C) and with high intensity for RelA/p65 in the nucleus after stimulation with TNFα (B and D). A and B are cells that had been transfected with 5 µg of flag-tagged wild-type SIRT6 and C and D cells which had a control transfection with an empty vector. Transfected cells that were stimulated by TNFα show orange/yellow nuclei demonstrating co-localisation of immunofluorescence for RelA/p65 and flag tag. **Figure 4b** Histograms of measurements of RelA/p65 nuclear:cytoplasmic ratio. The data shows an approximate doubling of this ratio after stimulation by TNFα. There were no significant differences between the responses of of untransfected cells (column 8), cells transfected with an empty vector (column 7) or cells transfected with various concentrations of wild-type (WT) SIRT6 vector (column 1, 0.5 µg; column 2, 2 µg: column 3, 5 µg) or H133W mutant SIRT6 vector (column 4, 0.5 µg; column 5, 2 µg; column 6, 5 µg). The ratios are the mean results for 100 cells (+/− SEM). **Figure 4c** Histogram showing the intranuclear mobility of YFP-RelA/p65 measured as half-time to recovery after photo-bleaching. Mean data from 40 cells measured in 2 experiments. YFP-RelA/p65 was not significantly more mobile in cells following transient transfection and overexpression of wild type SIRT6 than in cells following a control transfection of H133W or empty plasmid.

For this study we expressed full-length human SIRT6 in *E.coli* with either an N-terminal Flag-His-tag or with no tag following removal of the tag by Tev protease treatment. We also produced a number of site directed mutants of SIRT6. Histidine 133 (H133) is universally conserved amongst Sirtuins and recognises 3′OH group of NAD^+^. It is important for substrate binding and activation of the 2′OH group for nucleophilic attack on the peptidylimidate intermediate which activates the downstream catalytic events [16]. We made H133Y and H133W mutants, both of which expressed well in *E coli,* were purified and showed identical circular dichroism (CD) spectra to the wild type enzyme (data not shown). Amino-acids N114 and D116 are also conserved amongst Sirtuins, and are located within the NAD^+^ binding pocket. In order to examine these residues, we also made the N114A mutant which was purified and showed identical CD spectra to the wild type enzyme; however the D116A mutant expressed poorly and had evidence of misfolding. The various purified SIRT6 proteins used in this study are shown (Figure 1). For comparison we also assessed the enzymatic activity of immuno-precipitated Flag-tagged SIRT6 from transiently transfected HEK293 cells.

Our quantitative assays revealed a very low *k_cat_* value (0.001 min^−1^+/−0.00006, representing the overall first-order rate of the reaction), (Figure 2a) which is similar to previous qualitative assays [9] and slightly lower than the value described in a thorough quantitative biochemical analysis which reported a *k_cat_* of 0.00022 s^−1^ [17]. Literature for SIRT1, 2 & 3 report *k_cat_* values in the order of 12 min^−1^, and 0.32s^−1^ for the yeast Hst2 enzyme [18] hence the value we obtained for SIRT6 is several orders of magnitude lower. The apparent *K_m_* values for the peptide substrate (∼14+/−1.5 µM) and NAD^+^ (52+/−18 µM) are reasonably in line with values derived for other Sirtuins characterised in a similar manner (Figure 2b and 2c) [18] and correspond well with recent data generated for SIRT6 which reported a K_d_ for NAD^+^ of 27 µM [17]. Interestingly SIRT6 immuno-precipitated from HEK293 cells showed similar low levels of deacetylase activity using the H3K9Ac peptide substrate (*k_cat_  = *0.001 min^−1^+/−0.00001), as did the tagged and de-tagged recombinant SIRT6; hence we are confident of the overall integrity of the protein in terms of lack of interference from the N-terminal label [19]. As anticipated, the H133W/Y, and N114A mutants were, effectively, inactive (Figure 2a).

We were unable to quantify the reaction using purified H3/H4 histones as substrate due to the signal being lower than the detection limit of a ^14^C-NAD^+^ release assay [20]. However using Western blotting we were able to detect a low level of H3K9 deacetylation of purified H3/H4 histones at high ratios of enzyme to substrate (Figure 2d). In this assay the histone substrate was present at 10 µM and deacetylation could only be detected after a 2 hour incubation when SIRT6 was also present at 10 µM.

### Confirmation of SIRT6 Deacetylase Activity in Mammalian Cells

Having demonstrated a surprisingly low *k_cat_* value for SIRT6 deacetylase activity in biochemical assays, we wished to confirm its ability to deacetylate H3K9Ac in cellular systems prior to examining the functional influence of SIRT6 over expression on NFκB dependent gene expression. Furthermore, we wished to develop a high throughput and high content cell-based assay for SIRT6 using a cell imaging technique. In cells over expressing wild type SIRT6 there was a clear reduction in the level of nuclear H3K9Ac levels compared to untransfected cells in the same field (Figure 3), however, there was no such effect seen with H133W (or with H133Y or N114A mutants - data not shown). Consequently we believe that under these conditions SIRT6 can behave as a functional H3K9Ac deacetylase in cells and that the H133W and H133Y mutants are effectively “deacetylase dead”. Moreover, these studies established conditions of SIRT6 transfection and over expression that clearly decreased levels of H3K9 acetylation for subsequent functional experiments.

### Effect of SIRT6 Over Expression on Nuclear Trafficking of NFκB

Reduction of SIRT6 levels in cells has been associated with an enhanced activity of NFκB resulting in an increased expression of target genes and occupancy of RelA/p65 at NFκB responsive promoters [10]. Since NFκB dynamically traffics in and out of the nucleus following stimulation with TNFα we reasoned that any factor that resulted in enhanced binding of NFκB to DNA would shift the equilibrium distribution and be seen as a change in the nuclear/cytoplasmic ratio of the transcription factor. We wished to explore if SIRT6 could affect the function of NFκB and whether this alteration could be revealed by changes in its cellular distribution in response to upstream signals. Furthermore, if such an alteration could be revealed whether such a readout could be used as an assay for SIRT6 activators or inhibitors. Consequently, we made use of a well established model whereby TNFα stimulation causes translocation of RelA/p65 from the cytoplasm to the nucleus which can be detected by confocal microscopy and quantified as a nuclear/cytoplasmic ratio. HEK293 cells were transfected with increasing doses of plasmid expressing wild type or H133W SIRT6, or transfected with an empty plasmid or simply left untransfected, followed by treatment with 10 ng/ml TNFα for one hour. Cells were then fixed and stained for RelA/p65 and the nuclear/cytoplasmic ratio determined by confocal microscopy and image analysis. In all cases in resting cells the nuclear/cytoplasmic ratio of RelA/p65 distribution was between 0.8 and 1.0 and this increased to 1.8–2.2 following addition of TNFα as a result of nuclear translocation and DNA binding. Neither over expression of wild type SIRT6 nor the H133W mutant had any significant effect on RelA/p65 nuclear translocation (Figure 4a and 4b). In all over expression studies the conditions we use have a transfection efficiency of between 20–50% and there is no obvious cytotoxicity.

We reasoned that if SIRT6 was altering chromatin in such a way as to repress NFκB binding, this might be detected by a change in nuclear mobility of the transcription factor. So to extend our previous study we went on to examine the mobility of RelA/p65 within the nucleus by making use of a Yellow Fluorescent Protein-p65 (YFP-p65) fusion and a recovery after photo-bleaching technique [21]. HEK293 cells were transiently transfected with a vector expressing a YFP-p65 chimera and cells with moderate nuclear expression were selected for imaging by confocal microscopy. Rectangular regions of single nuclei corresponding to about 25% of the nuclear area were selected and bleached. Two pre-bleached images were taken, followed by 2 bleached frames and imaging was continued for a further 30 seconds to record the recovery from photobleaching. The intensity of YFP fluorescence during recovery within the bleached area was monitored and fitted an exponential curve to the data. We were able to show that over expression of SIRT6 or the H133W catalytically dead mutant had no significant influence on the half-time to recovery after photobleaching of YFP-p65 suggesting that SIRT6 does not influence the nuclear mobility of RelA/p65 (Figure 4c).

### Influence of SIRT6 Over Expression on NFκB Dependent Gene Expression

Chromatin histone immunoprecipitation (ChIP) studies have demonstrated that following TNFα stimulation H3K9 acetylation is induced at the promoters of numerous NFκB target genes. Moreover, in cells depleted of SIRT6, H3K9 acetylation is increased resulting in enhanced gene expression [10]. Having established conditions where SIRT6 over expression in HEK293 cells reduced global levels of nuclear H3K9 acetylation as detected by confocal microscopy, we asked whether increased levels of SIRT6 could influence NFκB target gene expression. We therefore examined the effect of increasing SIRT6 levels on TNFα induced expression of MCP1, an inflammatory cytokine whose expression is known to be dependent on NFκB [22]. This was carried out by first measuring MCP1 protein levels secreted by HEK293 cells in response to TNFα stimulation. In this experiment, over expression of wild type SIRT6 or the H133W mutant had no effect on the level of MCP1 protein secreted in response to TNFα (Figure 5a). Cell extracts were also prepared for Western blotting with anti-Flag and anti-SIRT6 as transfection controls (Figure 5b) and in all cases experiments included an empty vector control and cell viability was monitored and MCP1 secretion was normalised per viable cell.

**Figure 5:**
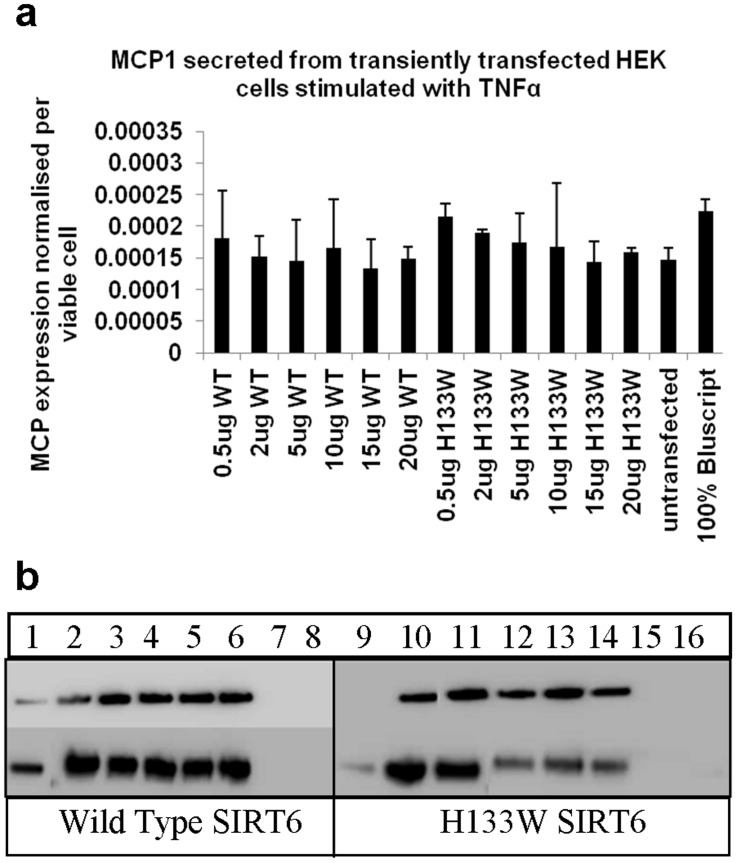
Influence of SIRT6 over expression on TNFα induced MCP1 expression. (**a**) HEK293 cells were transiently transfected with increasing amounts (0.5–20 µg) of expression plasmids for wild type SIRT6 or the H133W mutant. Control cells were transfected with an empty plasmid (100% Bluescript) or untransfected. Cells were stimulated with 10 ng/ml TNFα for 48 hours and MCP1 secretion into the culture supernatant was measured and normalised per live cell. Results represent means +/− SEM from triplicate experiments. (**b**) HEK293 cells were transiently transfected as above with increasing amounts (0.5–20 µg) of expression plasmids for wild type SIRT6 (lanes 1–6) or the H133W mutant (lanes 9–14). Control cells were transfected with an empty plasmid (lanes 7 and 15) or untransfected (lanes 8 and 16). Cells were stimulated with 10 ng/ml TNFα for 48 hours. Cell extracts were made and analysed by SDS-PAGE and Western blotting as described. Blots were probed with antibodies to FLAG (upper panel) and SIRT6 (lower panel).

We went on to examine the effects of SIRT6 on gene expression both to study the influence of SIRT6 on NFκB dependent signalling and to identify a signature of genes that are influenced by SIRT6 that could be used as a phenotypic readout for SIRT6 activity. 

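HEK293 cells, a human embryonic kidney line, were studied in 8 conditions, with 3 biological replicates of each. They were left untransfected, or were transfected for 24 h with an empty vector, with wild type SIRT6 or with the deacetylase-dead H133W mutant, and each kind of cell was taken without and with 10 ng/ml TNFα. The paper gives 4 h of stimulation, and the design text of the series gives 1 h for the same cells. RNA was hybridised to 24 Affymetrix whole-genome arrays. The authors normalized the intensities by RMA and deposited log2 values, which ran from 1.52 to 13.75. From these values 1 linear model with a mean for each condition was fitted to all 24 arrays with limma, and p values were adjusted by the Benjamini-Hochberg method over all probe sets of a comparison. Transcripts were taken as upregulated or downregulated at an adjusted p under 0.05 and a fold change over 1.5, which are the paper's thresholds, and were counted over the 42898 probe sets with a gene name. Comparisons 3 and 4 share the empty vector arrays, and comparisons 5 and 6 share the arrays of empty vector cells stimulated with TNFα. The number of arrays, 3 per condition, limits the precision of each value.

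SIRT6 itself is read by 2 probe sets. One of them had a log2 value of 8.58 ± 0.78 (SD, n = 3) in empty vector cells, 9.34 ± 0.0295 (SD, n = 3) in SIRT6 cells and 9.73 ± 0.15 (SD, n = 3) in H133W cells. Its rise of 1.15 in H133W cells passed the test (adjusted p = 0.0357), but not without any single H133W array or without empty vector replicate 1 or 2. Without empty vector replicate 2 the rise was 1.20 (adjusted p = 0.0825). Empty vector replicate 1 was the lowest of the 3 empty vector arrays, at 7.76 against 8.68 and 9.31. The change of this probe set in SIRT6 cells, 0.75, did not pass (adjusted p = 0.749). The other probe set changed by 0.0686 in SIRT6 cells and by 0.0818 in H133W cells. With TNFα the first was higher by 0.59 in SIRT6 cells and 0.80 in H133W cells (adjusted p = 0.781 and 0.12), and the other by 0.15 and 0.48 (adjusted p = 0.915 and 0.00733), the last below the fold threshold. The files do not say whether either probe set reads the part of SIRT6 that the plasmids carry, so that neither checks the transfection.

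The arrays carry control probe sets for the 3′ and the 5′ end of β-actin and GAPDH, and a large difference between the ends is a sign of degraded or incompletely copied RNA. For β-actin this log2 difference was 3.03 on the array of H133W + TNFα replicate 3 and 2.05 on that of empty vector replicate 2, against 1.33 to 1.79 on the other 22 arrays. For GAPDH it was 0.53 and 0.35 on these arrays and 0.19 to 0.31 on the others. The weight that limma gives to each array, which is low where an array lies far from its replicates, was lowest on H133W + TNFα replicate 3 (0.0844), unstimulated replicate 2 (0.311) and empty vector replicate 2 (0.383). Leading counts were therefore also taken without these 3 arrays, a choice made after the values were seen.

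**Figure D1:**
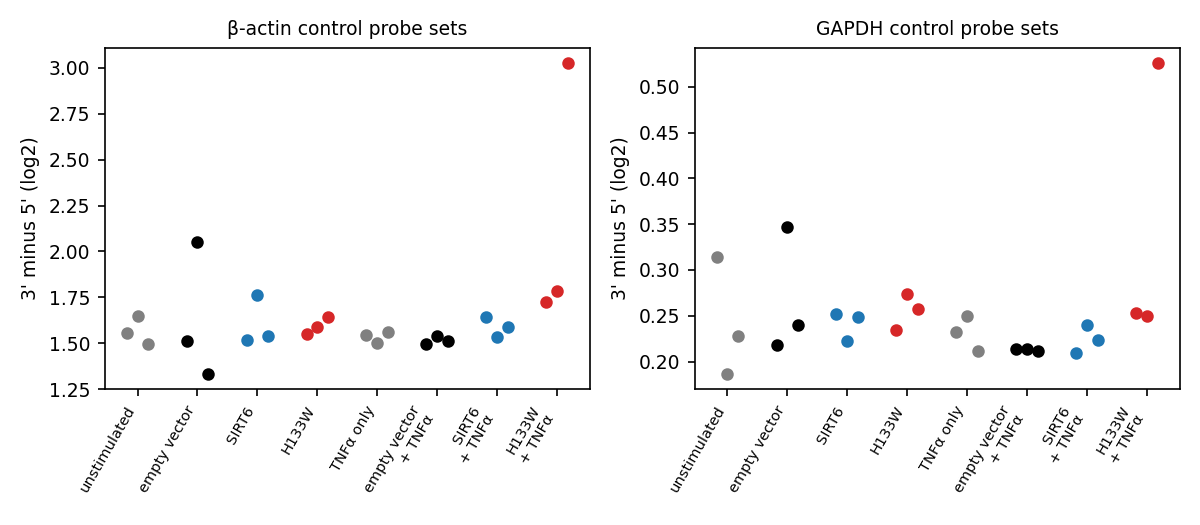
Log2 difference between the 3′ and the 5′ control probe sets of β-actin (left) and GAPDH (right) on each of the 24 arrays, by condition. Each point is 1 array, and H133W + TNFα replicate 3 lies highest in both plots, at 3.03 and 0.53.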

We transfected HEK293 cells with expression vectors encoding wild type SIRT6 or the H133W mutant followed by stimulation with TNFα for 4 hours and purified total RNA for microarray analysis. Expression of the SIRT6 or H133W proteins were confirmed by Western blotting of cell extracts (Figure 6). Controls included untransfected cells and cells transfected with an empty vector prior to TNFα stimulation which resulted in 8 test conditions, each performed in triplicate.

**Figure 6:**
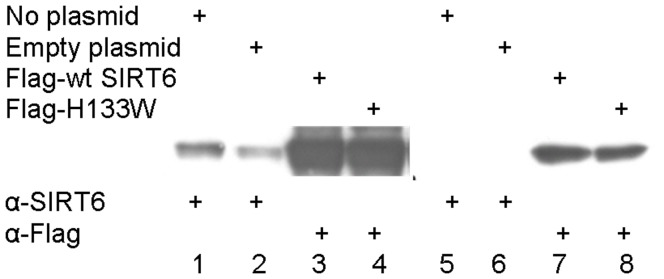
Over expression of SIRT6 or H133W. HEK293 cells were transfected with plasmid expressing Flag-tagged wild type SIRT6 (lanes 3 and 7) or deacetylase-dead (H133W) mutant of human SIRT6 in (lanes 4 and 8). Control cells were transfected with no DNA (lanes 1 and 5) or empty vector DNA pCDNA3 only (lanes 2 and 6). Each lane was loaded with 50 µg total protein of cell extract and analysed by SDS-PAGE followed by Western blotting with either anti-SIRT6 or anti-Flag. RNA was extracted from these cells was used for transcriptomic analysis without and with TNFα stimulation for 4 h.

Analysis of mRNA transcripts with a fold change (FC) restriction of 1.5 and False Discovery Rate (FDR) corrected *p* value of 0.05 was performed for a variety of comparisons (Table 1). The complete and detailed lists of significant genes from all comparisons are provided in File S1. Analysing the effect of TNFα stimulation on cells transfected with empty vector (comparison 1 Table 1) we identified 183 genes, which were induced, whereas the transcription of 102 genes was down-regulated. 

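In cells carrying the empty vector, TNFα raised chemokines, adhesion molecules and the inhibitors and subunits of NFκB itself. CCL20, a chemokine that attracts lymphocytes and dendritic cells, went from a log2 value of 4.28 ± 0.33 (SD, n = 3) to 10.38 ± 0.0563 (SD, n = 3), and CXCL10 from 3.24 ± 0.29 (SD, n = 3) to 9.11 ± 0.0825 (SD, n = 3). The largest falls were of OR51E1, an olfactory receptor, by −2.17 (SE 0.23), and of PHACTR3, which binds actin and protein phosphatase 1, by −1.65 (SE 0.15). In all, 271 transcripts were upregulated and 133 downregulated, which stand for 185 and 117 genes.

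Of 28 chemokines and cytokines, 13 rose, none fell and 15 did not pass (13 rose when adjusted over the list alone), and the list as a whole rose against all other genes (camera, adjusted p = 1.55e-39). Beside CCL20 and CXCL10 they included CXCL1 (4.84, SE 0.15), TNF (4.54, SE 0.20) and CXCL2 (4.17, SE 0.21). Of 20 genes of NFκB feedback and signalling, 9 rose and none fell (9 when adjusted over the list alone, camera adjusted p = 4.78e-35). TNFAIP3, which encodes the NFκB inhibitor A20, rose by 3.62 (SE 0.0904, adjusted p = 1e-15), IER3 by 2.87, RELB by 2.53 and NFKBIA, which encodes IκBα, by 2.34. Of 14 adhesion molecules, VCAM1 (3.96), SELE (2.84) and SDC4 (2.39) rose and none fell (3 when adjusted over the list alone, camera adjusted p = 2.35e-10). JUNB (1.70), ZFP36 (0.95) and NR4A3 (0.76) were the immediate early genes that rose, 3 of 24, with none falling (3 when adjusted over the list alone, camera adjusted p = 1.59e-05).

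Genes of interferon responses took little part, since 2 of 29 rose (IRF1 and RIGI) and none fell (2 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.0751). The call of RIGI was lost without empty vector replicate 2 or without empty vector + TNFα replicate 2 or 3. Of 23 Hedgehog genes, PTCH1, the receptor of the pathway, fell by −0.73 and none rose (2 fell when adjusted over the list alone). The Hedgehog list as a whole fell (camera, adjusted p = 0.00107, and adjusted p = 0.0466 with an estimated correlation). The counts were 293 upregulated and 160 downregulated without the 3 arrays of lowest weight.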

When analysing changes induced by TNFα in untransfected cells (comparison 2 Table 1), we found 194 transcripts upregulated and 60 downregulated. 

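The untransfected cells raised the same kinds of genes. The largest rises were of CCL20 (6.29, SE 0.20), CXCL10 (6.14, SE 0.18), CD69 (5.12, SE 0.16), a surface antigen of early lymphocyte activation, CXCL1 (4.96, SE 0.15) and MCP1 (4.68, SE 0.16). TNFα upregulated 302 transcripts and downregulated 88 in these cells, for 202 and 73 genes. OR51E1 (−1.60, SE 0.23), PHACTR3 (−1.37, SE 0.15) and PCDH18, a protocadherin (−1.19, SE 0.16), fell most.

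Chemokines and cytokines rose in 13 of 28 cases and NFκB feedback and signalling genes in 9 of 20, with none falling in either list and the same numbers when adjusted over the list alone (camera, adjusted p = 3.52e-40 and 2.43e-33). Of 14 adhesion molecules, 4 rose (4 when adjusted over the list alone), VCAM1 by 4.15, SELE by 2.59, SDC4 by 2.43 and NINJ1 by 0.93. Immediate early genes rose in 4 of 24 cases (4 when adjusted over the list alone), JUNB most (1.87). Antigen processing and presentation had TAPBP (1.22) and TAP1 (0.76) upregulated among 16 genes (2 when adjusted over the list alone), and the list rose as a whole (camera, adjusted p = 1.59e-05, and adjusted p = 0.0445 with an estimated correlation). Markers of blood cells (13 genes) and of fibroblasts (12 genes), which HEK293 cells are not expected to carry, had no member that passed (0 when adjusted over the list alone, camera adjusted p = 0.337 and 0.682). Without the 3 arrays of lowest weight, which include unstimulated replicate 2, there were 307 upregulated and 178 downregulated transcripts.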

There was a high degree of overlap between comparison 1 and comparison 2 showing that transfection with empty vector had little influence on the TNFα response. This overlapping set of 153 upregulated genes and 45 downregulated genes was used in all subsequent comparisons and used as our reference “TNFα profile” of 198 transcripts. This “TNFα profile” showed 53% similarity to a profile obtained from A549 cells exposed to TNFα for 4 hours [23]. 

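The responses to TNFα in both kinds of cell shared most of their transcripts. Of the 404 transcripts changed in empty vector cells, 297 were also changed in untransfected cells, 233 up in both and 64 down in both, and none went opposite ways. Chance overlap of lists of these sizes would give 1.91 up and 0.273 down. The 297 are 73.5% of the transcripts of comparison 1 and 76.2% of those of comparison 2. The difference between the responses was also tested for each transcript, as an interaction of vector and TNFα, and limma called 0 of them (939 at an unadjusted p under 0.05, 0 by a plain linear model). The 939 are fewer than the share of 0.05 of the 42898 named probe sets that chance alone would give. The overlap without the 3 arrays of lowest weight was 241 up and 100 down.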

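The paper lists the probe sets of each comparison in File S1, and the 199 upregulated and 51 downregulated ones that it lists for both comparison 1 and comparison 2 were taken as the TNFα profile here. Of these 250, 244 were also in the overlap of 297 given by limma. Since the study chose the profile on these same arrays, its rise with TNFα in untransfected and empty vector cells is not independent evidence. The rising part went up by a mean log2 of 1.47 in untransfected cells and 1.40 in empty vector cells, and the falling part went down by −0.81 and −0.89. Over the 250 probe sets the responses in the 2 kinds of cell had a correlation of 0.99 across probe sets, which are not independent replicates.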

The “TNFα profile” showed significant enrichment for genes regulated by NFκB but also a number of other transcription factors (Table 2). Consequently we were confident that our conditions for stimulation of HEK293 cells with TNFα generated a robust and clear NFκB response.

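The profile was rich in genes that NFκB is known to control. Of its 141 upregulated genes with a probe set of their own, 11 were chemokines or cytokines, where 0.200 would be expected of a list of 28 among 19775 genes (Fisher's exact test, 1-sided, adjusted p = 7.57e-16 over 24 lists). NFκB feedback and signalling genes numbered 8 of 20 measured (expected 0.143, adjusted p = 7.69e-12), adhesion molecules 4 of 14 (adjusted p = 1.88e-05) and immediate early genes 3 of 24 (adjusted p = 0.00386). Smaller shares came from antigen processing (2 of 16) and from p53 targets (2 of 17), each at an adjusted p of 0.0256. Interferon-stimulated genes gave 2 of 29 (adjusted p = 0.062).

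No upregulated gene of the profile was in the lists of heat shock, ER chaperone, Hedgehog, WNT, G1-S, G2-M, double-strand break repair, histone, glycolysis, ribosomal protein, splicing factor or sirtuin genes. These lists were drawn up from general knowledge and not from a database of binding sites, so that they do not test the single transcription factors of Table 2.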

**Table 1:** The effect of TNFα stimulation in the presence of SIRT6 and H133W transfects on genome-wide expression.

Comparison	Agent	Compared to	FC >1.5	FC<−1.5
1	h. empty vector + TNFα	g. empty vector	183 (240)	102 (112)
2	b. TNFα only	a. unstimulated	194 (262)	60 (70)
*Overlap between comparisons 1 and 2 (TNFα profile)*			153 (199)	45 (51)
3	c. SIRT6	g. empty vector	27 (27)	0 (0)
4	e. H133W	g. empty vector	244 (288)	8 (8)
5	d. SIRT6+ TNFα	h. empty vector + TNFα	38 (41)	2 (2)
6	f. H133W + TNFα	h. empty vector + TNFα	356 (419)	59 (59)

Gene expression comparisons and resulting numbers of significant genes (−1.5< FC <1.5; *p* value <0.05). Numbers in parentheses indicate the numbers of significant probesets in each comparison.

**Table 2:** Transcription factors (TF) significantly connected to 198 genes in the “TNFα profile”.

TranscriptionFactor	Actual^a^	R	Expected^b^	Ratio^c^	p-value^d^	z-score^e^
RelA (p65 NF-kBsubunit)	47	451	3.982	11.8	1.011E-36	21.87
c-Rel (NF-kBsubunit)	37	330	2.914	12.7	5.056E-30	20.2
NF-kB1 (p50)	29	200	1.766	16.42	6.663E-27	20.68
SP1	57	2410	21.28	2.679	1.873E-12	8.228
RelB (NF-kBsubunit)	10	41	0.362	27.62	2.030E-12	16.1
c-Jun	22	475	4.194	5.245	2.641E-10	8.826
CREB1	32	1024	9.042	3.539	4.662E-10	7.848
EGR1	24	587	5.183	4.631	4.826E-10	8.412
ETS1	19	462	4.079	4.658	3.155E-08	7.497
STAT3	17	373	3.293	5.162	3.969E-08	7.649
NF-kB p65/p65	6	24	0.2119	28.31	5.183E-08	12.64
NF-kB2 (p52)	7	44	0.3885	18.02	1.095E-07	10.66

Method: The genes in the “TNFα profile” were used to query to search an interaction database of 22651 genes to ask if the genes in the query are significantly regulated by transcription factors. Significantly over-connected transcription factors have a z-score of >0 with the *p* value dependent on the size of the dataset.

a Actual: number of genes in TNF profile regulated by the chosen TF; R: number of genes in the complete database regulated by the chosen TF. ^b^Expected: mean value for hypergeometric distribution (n*R/N). ^c^Ratio: connectivity ratio (Actual/Expected). ^d^p-value: probability to have the given value of Actual or higher (or lower for negative z-score). ^e^z-score: z-score ((Actual-Expected)/sqrt(variance)).

Going on to examine the effect of SIRT6 and the H133W mutant on gene expression, our first observation was that over expression of SIRT6 without TNFα stimulation (comparison 3) had a small effect on gene expression whereas the over expression of the H133W mutant induced 252 significant gene expression changes (comparison 4).

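Without TNFα, wild type SIRT6 upregulated 19 transcripts and downregulated 0, whereas H133W upregulated 338 and downregulated 31. The strongest changes in H133W cells were in genes of the response to misfolded protein. CRYAB, which encodes the small heat shock protein αB-crystallin, rose from a log2 value of 4.25 ± 0.0528 (SD, n = 3) in empty vector cells to 8.02 ± 0.0356 (SD, n = 3), and HSPA6, an inducible HSP70, from 4.97 ± 0.14 (SD, n = 3) to 8.44 ± 0.0058 (SD, n = 3). INHBE, a subunit of activin and target of the integrated stress response, rose by 2.18 (SE 0.13), PHF21B by 1.77 (SE 0.0817) and the histone H4C8 by 1.88 (SE 0.16).

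Of 23 heat shock genes, CRYAB, HSPA6 and ZFAND2A (0.74) rose in H133W cells and none fell (3 when adjusted over the list alone), and the list rose against all other genes (camera, adjusted p = 7.95e-10). Of 39 targets of ATF4 in the integrated stress response, 6 rose and none fell (7 rose when adjusted over the list alone, camera adjusted p = 2.99e-17, and adjusted p = 0.0121 with an estimated correlation). They were INHBE, PPP1R15A (1.21), ATF3 (1.10), CHAC1 (1.08), CTH (0.93) and DDIT3 (0.81). Zinc finger genes named ZNF rose in 11 of 466 cases, led by ZNF79 (1.06, SE 0.12), and none fell (11 when adjusted over the list alone, camera adjusted p = 8.84e-12). Of 35 splicing factors, NKTR (0.86), CCNL1 (0.83) and RSRC2 (0.70) rose (3 when adjusted over the list alone, camera adjusted p = 5.64e-06, and adjusted p = 0.0445 with an estimated correlation). No ER chaperone among 20 passed (0 when adjusted over the list alone, camera adjusted p = 0.261). The 27 G2-M genes had none that passed one by one (0 when adjusted over the list alone), and as a list they fell, with a median log2 change of −0.19 (camera, adjusted p = 3.5e-09, and adjusted p = 0.018 with an estimated correlation). Of 20 genes of NFκB feedback and signalling RELB rose and none fell (1 when adjusted over the list alone), and the list rose as a whole (camera, adjusted p = 8.86e-04, and adjusted p = 0.0116 with an estimated correlation). TNF rose by 1.06 (SE 0.20), and RELB by 0.89 (SE 0.20), although the call of RELB was lost without H133W replicate 1 or 3 or empty vector replicate 1 or 3. The largest fall was of OR51E1, by −1.10 (SE 0.23), a call lost without H133W replicate 3.

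In SIRT6 cells the upregulated genes included H2AC6 (0.73, SE 0.0888), DUSP8, a phosphatase of MAP kinases (0.70, SE 0.0873), the long noncoding RNA PVT1 (0.85, SE 0.11) and MAFF (1.02, SE 0.15), a small MAF transcription factor whose call was lost without empty vector replicate 1. CHAC1 (0.74), PPP1R15A (0.62) and ATF3 (0.59) made 3 of 39 targets of ATF4 (3 when adjusted over the list alone, camera adjusted p = 6.82e-18, and adjusted p = 0.0116 with an estimated correlation). The calls of these 3 genes were all lost without empty vector replicate 1. Of 23 heat shock genes none passed alone (0 when adjusted over the list alone), and the list rose by a median of 0.062 (camera, adjusted p = 6.11e-04). Beside the 0 downregulated transcripts, 2503 transcripts had an unadjusted p under 0.05 in either direction, and a plain linear model called 18 up and 0 down. Chance alone would give a share of 0.05 of the 42898 named probe sets. Nearly all calls were lost in a fit on the arrays of this comparison alone, which leaves fewer arrays to estimate the spread.

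The count for SIRT6 was 8 to 20 with any single array of the comparison left out, lowest without empty vector replicate 1, with 9 without SIRT6 replicate 3, 11 without replicate 2 and 12 without replicate 1, and 39 without the 3 arrays of lowest weight. For H133W it was 435 without these arrays, but the 31 downregulated transcripts were 10 without H133W replicate 3, 14 without empty vector replicate 2 and 59 without empty vector replicate 3.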

To evaluate the impact of SIRT6 and H133W over expression under TNFα stimulation, we then performed comparisons 5 and 6 in Table 1. 

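The pooled response of the TNFα profile was close to complete in wells of cells transfected with wild type SIRT6. All 250 probe sets moved in the direction of the profile, and 218 of them passed the test in these cells by themselves. The rising part went up by a mean log2 of 1.36 and the falling part went down by −0.88. Regressed on the response in empty vector cells, the response in SIRT6 cells had a slope of 0.979 across probe sets. The RNA came from all cells of a well, and the paper reports that only part of them are transfected. A pooled response therefore cannot show how fully the cells that took up the SIRT6 plasmid responded.

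A score for each array, the mean log2 value of the 199 rising probe sets minus that of the 51 falling ones, was −1.39 ± 0.0186 (SD, n = 3) in empty vector cells and 0.90 ± 0.0284 (SD, n = 3) after TNFα. In SIRT6 cells it was −1.33 ± 0.0271 (SD, n = 3) and 0.90 ± 0.0231 (SD, n = 3). With TNFα the scores of SIRT6 and empty vector cells differed by 0.0095 (exact permutation test, 2-sided, p = 0.6, where 3 arrays against 3 cannot give less than 0.1). Without TNFα the score of SIRT6 cells was higher by 0.0597, with no overlap between the arrays (exact permutation p = 0.1, and chance gives no overlap in 10% of such comparisons). The interaction of SIRT6 and TNFα, averaged over the profile, was −0.0332 (fry p = 0.188, exact permutation p = 0.195 for the interaction of the score, −0.0502, over 400 arrangements), and −0.0355 without the 3 arrays of lowest weight, where fry gave p = 0.0456. For its rising part alone the camera test gave p = 0.0462, and p = 0.35 with an estimated correlation, beside the exact permutation p of 0.195 for the whole score. No single transcript had an interaction that passed (0 by limma, 776 at an unadjusted p under 0.05, 0 by a plain linear model). The 776 are fewer than the share of 0.05 of the 42898 named probe sets that chance alone would give.

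**Figure D2:**
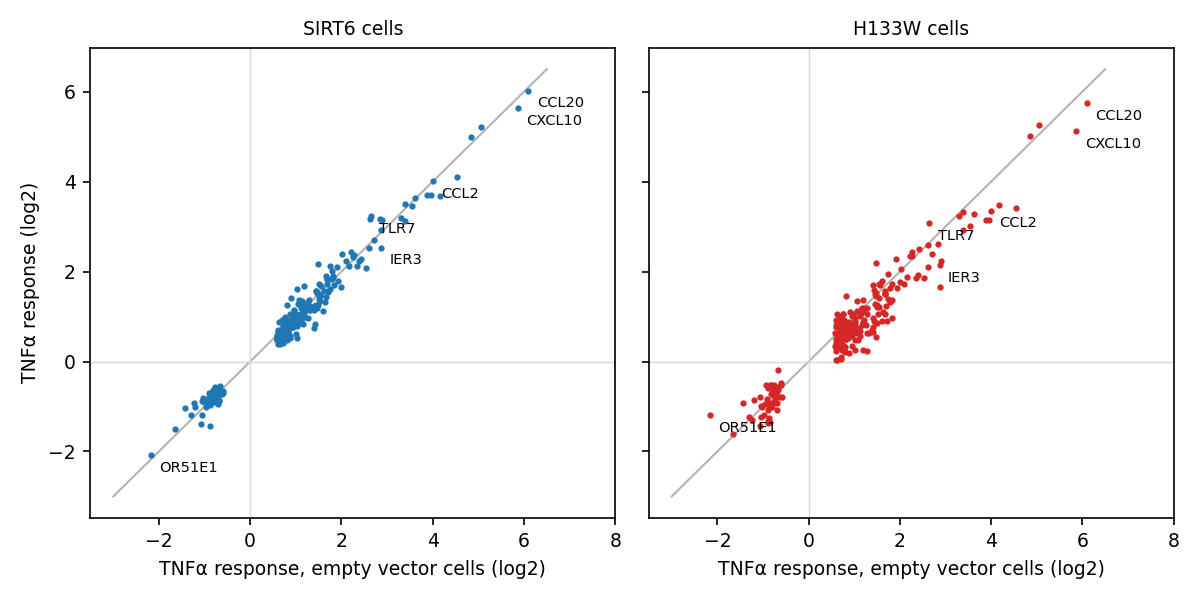
Log2 change with TNFα of each of the 250 probe sets of the profile in SIRT6 cells (left) and H133W cells (right) against the change in empty vector cells. The grey diagonal marks equal responses, and the points follow it with a slope of 0.979 in SIRT6 cells and 0.868 in H133W cells.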

We observed that SIRT6 over expression had little effect on the overall profile of TNFα induced gene expression (Figure 7). Similarly, the over expression of the H133W mutant did not have a substantial effect on the “TNFα profile” (Figure 7). 

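In H133W cells the profile also responded as a set, and its rising part did so from a higher level. All 250 probe sets kept the direction of the profile and 183 passed the test in these cells. The rising part went up by a mean log2 of 1.16 with TNFα. Compared with empty vector cells, the same transcripts stood higher in H133W cells without TNFα by a mean log2 of 0.17, and their mean log2 difference with TNFα was −0.065. Of the profile, 21 probe sets were changed by H133W without TNFα, all in the direction that TNFα moves them. The profile and this comparison share the empty vector arrays, which alone pushes both the same way. With a profile from untransfected cells, which shares no array with it, 25 of 332 probe sets were changed, none against the direction of TNFα, and the rising part stood higher by 0.15. The 21 included TNF and RELB among the genes that rise, and GPR39, PHACTR3 and OR51E1 among those that fall.

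The score of the arrays was −1.05 ± 0.0337 (SD, n = 3) in H133W cells and 0.99 ± 0.051 (SD, n = 3) after TNFα. It lay above that of empty vector cells by 0.34 without TNFα and by 0.0928 with it, with no overlap between arrays in either case (exact permutation test, 2-sided, p = 0.1 for each, the smallest that 3 arrays against 3 allow, and chance gives no overlap in 10% of such comparisons). The score weighs the rising and the falling part alike. Over all 250 probe sets, signed by the direction of TNFα, the mean difference was 0.17 without TNFα and turned to −0.0196 with it. The interaction of H133W and TNFα averaged −0.19 over the profile (fry p = 2.28e-06, exact permutation p = 0.1 for the interaction of the score, −0.25, over 400 arrangements). Its rising part carried this, with a camera p of 1.88e-17 and a p of 8.26e-04 with an estimated correlation. The exact permutation p of 0.1 for the score interaction cannot decide whether chance explains it. Arrangements that keep or fully exchange the groups without TNFα all give a score interaction at least as large. The effect of H133W itself therefore keeps this permutation p from falling below 0.1. With H133W + TNFα replicate 3, the array with the largest β-actin difference, left out, the mean interaction was −0.174. Single transcripts with an interaction that passed were IER3 (−0.73, SE 0.10) and CALCB, which encodes a calcitonin gene-related peptide (−0.63, SE 0.0850), both at an adjusted p of 0.0192. IER3 rose by 2.14 with TNFα in H133W cells, in which it was 0.58 higher before TNFα than in empty vector cells. These calls were not firm. Without H133W + TNFα replicate 3 neither passed (adjusted p = 0.0618 for both), although the interactions stayed at −0.706 for IER3 and −0.611 for CALCB. Among all transcripts 0 passed without H133W replicate 1 or 2, H133W + TNFα replicate 2, empty vector replicate 1 or 2 or any single empty vector + TNFα array. The number was 1 without H133W replicate 3 and 2 without either of the 2 other arrays, H133W + TNFα replicate 1 and empty vector replicate 3.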

Of the top 20 most-changed genes in the “TNFα profile”, only TLR7 is significantly up-regulated in the presence of SIRT6 over expression, and in the presence of the H133W mutant, only CXCL10 was significantly reduced in gene expression. 

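Ranked by the response in empty vector cells, the 20 leading genes of the profile were chemokines (CCL20, CXCL10, CXCL1, CXCL2, MCP1, CXCL3, CXCL8 and CXCL6), TNF, the adhesion molecules VCAM1 and SELE, the NFκB regulators TNFAIP3 and IER3, and CD69, EFNA1, TNFRSF9, TLR7, EGFL6, TRIM10 and a probe set shared by UBD and GABBR1. TLR7, a receptor of single-stranded RNA, was higher by 0.86 (SE 0.17, adjusted p = 0.0389) in SIRT6 cells than in empty vector cells after TNFα, with log2 values of 6.09 ± 0.0776 (SD, n = 3) and 5.22 ± 0.19 (SD, n = 3). The other 19 did not pass for SIRT6. In H133W cells CXCL10 was lower by −0.77 (SE 0.18, adjusted p = 0.0134) and TLR7 was higher by 0.68 (SE 0.17, adjusted p = 0.0197). The other 18 did not pass, although CXCL8 (0.52, adjusted p = 0.00784) and CXCL6 (−0.51, adjusted p = 0.0361) missed only the fold threshold.

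The call of TLR7 in SIRT6 cells was lost with any single array of the comparison left out, and a second TLR7 probe set changed by 0.37 (adjusted p = 0.504). Without H133W + TNFα replicate 3, the difference in H133W cells was −0.52 for CXCL10 (adjusted p = 0.0695) and 0.51 for TLR7 (adjusted p = 0.106). The call of CXCL10 was also lost without empty vector + TNFα replicate 1 or 3, and that of TLR7 without replicate 1 or 2.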

Looking specifically at the effect on MCP1 gene expression in control cells stimulation with TNFα gave a 25.6 fold upregulation of MCP1 mRNA (comparison a vs b, p-value 6.26×10^−11^) whereas in control cells transfected with empty vector MCP1 was upregulated 16.0 fold (comparison g vs h, p-value 4.51×10^−10^). In cells overexpressing SIRT6, TNFα induced a 16.0 fold increase (comparison c vs d, p-value 2.04×10^−10^) and in cells overexpressing H133W there was a 10.2 fold increase (comparison e vs f, p-value 2.57×10^−9^).

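MCP1 (CCL2), the chemokine whose secretion was measured in the paper, rose with TNFα in each kind of cell. Its log2 value went from 4.81 ± 0.13 (SD, n = 3) to 9.49 ± 0.081 (SD, n = 3) in untransfected cells and from 5.42 ± 0.14 (SD, n = 3) to 9.42 ± 0.0612 (SD, n = 3) in empty vector cells. SIRT6 cells went from 5.12 ± 0.38 (SD, n = 3) to 9.13 ± 0.24 (SD, n = 3) and H133W cells from 5.55 ± 0.21 (SD, n = 3) to 8.90 ± 0.22 (SD, n = 3). These are fold changes of 25.6, 16.0, 16.0 and 10.2, each with a standard error of 0.16 on the log2 scale and adjusted p values of 5.35e-14, 9.43e-13, 8.92e-13 and 2.13e-11. Without H133W + TNFα replicate 3 the fold change in H133W cells was 10.9.

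The response in SIRT6 cells differed from that in empty vector cells by 0.0023 on the log2 scale (exact permutation test of the interaction, 2-sided, p = 0.99 over 400 arrangements). In H133W cells it was smaller by a log2 difference of −0.65 (exact permutation p = 0.03), and in empty vector cells it was smaller than in untransfected cells by −0.68 (exact permutation p = 0.02). Adjusted over all probe sets, neither difference passed (adjusted p = 0.567 and 1). The permutation p values are exact only for kinds of cell that differ neither without nor with TNFα, and they do not test equal responses alone. Empty vector cells differed from untransfected cells mainly before TNFα, at 5.42 against 4.81, and reached 9.42 against 9.49 with it. Compared after TNFα alone, MCP1 differed from empty vector cells by −0.29 (SE 0.16, adjusted p = 0.826) with SIRT6 and by −0.52 (SE 0.16, adjusted p = 0.0615) with H133W.

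**Figure D3:**
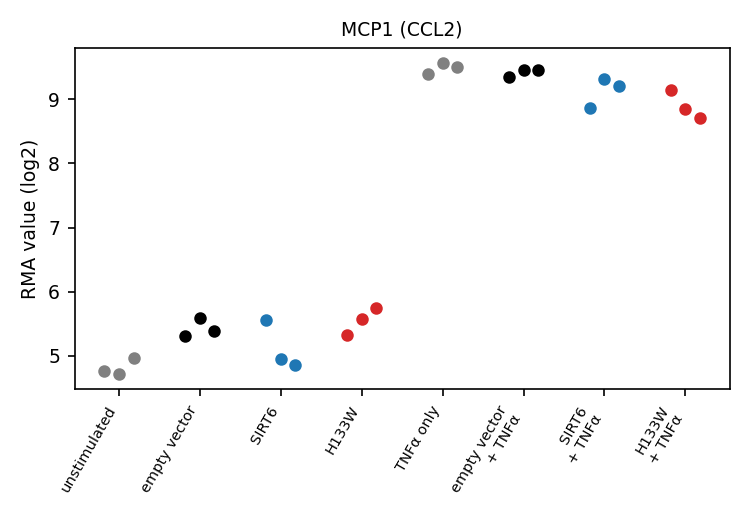
Log2 value of MCP1 on each of the 24 arrays, by condition. Each point is 1 array, and the conditions without TNFα lie between 4.72 and 5.74 and those with TNFα between 8.72 and 9.56.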

**Figure 7:**
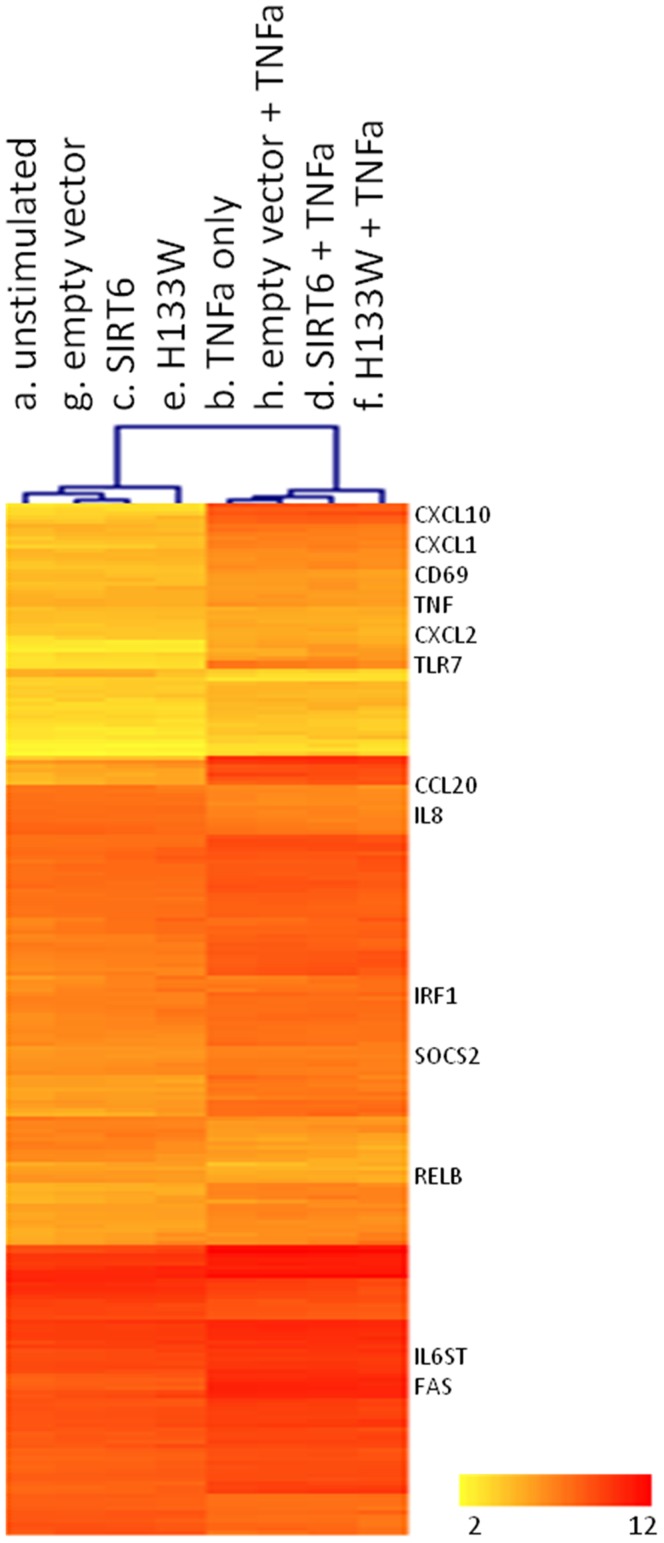
Changes in gene expression of the TNFα profile. Heat map of normalised expression levels (average intensity) of the 198 genes in the TNFα profile under the 8 treatment conditions.

From these studies it would appear that SIRT6 does not exert a significant influence on NFκB dependent gene expression under these conditions and one conclusion is that our experimental system is not adequate to reveal a functional response to SIRT6. However, the over expression of H133W resulted in 415 additional genes showing substantial expression changes in comparison to TNFα stimulation alone, with 356 genes being upregulated (comparison 6). 

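With TNFα, SIRT6 over expression changed 32 transcripts against empty vector cells, 30 up and 2 down, and the genes of the NFκB response were hardly among them. Of 20 genes of NFκB feedback and signalling and of 28 chemokines and cytokines, none passed in SIRT6 cells with TNFα (0 in both when adjusted over the list alone, camera adjusted p = 0.905 and 0.429). Adhesion molecules (0 of 14, 0 when adjusted over the list alone) and interferon-stimulated genes (0 of 29, 0 when adjusted over the list alone) did not pass either (camera, adjusted p = 0.799 and 0.213). RELA, which encodes the p65 subunit of NFκB, differed by 0.11 (adjusted p = 0.869). TLR7 was the only member of the profile that passed. Beside these counts of 0, 2697 transcripts had an unadjusted p under 0.05 in this comparison, and a plain linear model called 24 up and 1 down. Chance alone would give a share of 0.05 of the 42898 named probe sets. All these values average over transfected and untransfected cells of a well, so that a change confined to transfected cells would appear smaller.

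What did rise were other genes. MAFF was higher by 1.47 (SE 0.15), PHF21B by 0.87 (SE 0.0817), PVT1 by 0.85 (SE 0.11), H2AC6 by 0.68 (SE 0.0888) and CRYAB by 0.66 (SE 0.0829), and none of these calls was lost with any single array left out. Targets of ATF4 rose in 2 of 39 cases, CHAC1 (0.89) and DDIT3 (0.60, lost without any single array of the comparison), with none falling (3 rose when adjusted over the list alone, camera adjusted p = 1.12e-17, and adjusted p = 0.0116 with an estimated correlation). CRYAB was 1 of 23 heat shock genes that rose (1 when adjusted over the list alone, camera adjusted p = 1.84e-06). CD14 (0.63, adjusted p = 0.0499) was 1 of 13 blood cell markers that rose (1 when adjusted over the list alone, camera adjusted p = 0.337). Leaving out 1 array of the comparison at a time gave 14 to 22 transcripts, with 14, 21 and 17 without SIRT6 + TNFα replicates 1, 2 and 3 and 18, 16 and 22 without empty vector + TNFα replicates 1, 2 and 3. Without the 3 arrays of lowest weight, none of which is in this comparison, there were 61. Only the spread that the model shares among all arrays can have changed this count, so that arrays of other conditions had lowered it. Simulated data with 50 transcripts changed at each size were made for SIRT6 against empty vector cells without TNFα, and not for this comparison with TNFα. The same test found 46 of those changed 2-fold and 50 of those changed 3-fold. All sizes were changed in the same data, and many changed transcripts ease the adjusted threshold. These numbers therefore do not give the chance of finding a few changed genes. From its studies the paper proposes that SIRT6 had no significant influence on NFκB dependent expression under these conditions, and it names an inadequate experimental system as 1 possible reading.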

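After TNFα, H133W cells differed from empty vector cells by 514 upregulated and 146 downregulated transcripts, for 406 and 137 genes. Far fewer passed in a fit on the arrays of this comparison alone. Fewer arrays need not be the only reason, since comparison 1 fitted in this way still had 245 upregulated and 131 downregulated. The SD of the residuals was 0.181, 0.194 and 0.322 on the H133W + TNFα arrays and 0.101 to 0.113 on those of empty vector + TNFα. The full model takes 1 spread per probe set for all conditions, which may be too small for this comparison. HSPA6 rose from a log2 value of 4.82 ± 0.15 (SD, n = 3) to 8.91 ± 0.44 (SD, n = 3) and CRYAB from 3.97 ± 0.0976 (SD, n = 3) to 7.38 ± 0.10 (SD, n = 3). INHBE (2.31, SE 0.13), PHF21B (2.20, SE 0.0817), MAFF (1.89, SE 0.15), CYP27B1, the enzyme that activates vitamin D (1.89, SE 0.23), and the neuroendocrine transcription factor INSM2 (1.83, SE 0.13) followed. Among genes that fell, TLR3, a receptor of double-stranded RNA, was lower by −0.96 (SE 0.16).

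Heat shock genes rose in 5 of 23 cases and none fell (5 when adjusted over the list alone, camera adjusted p = 4.2e-10). Beside HSPA6 and CRYAB these were ZFAND2A (0.88), DNAJB1, the HSP40 partner of HSP70 (0.87), and BAG3 (0.68), whose call was lost without H133W + TNFα replicate 3. Targets of ATF4 rose in 12 of 39 cases and none fell (12 when adjusted over the list alone, camera adjusted p = 5.84e-21, and adjusted p = 0.00633 with an estimated correlation). CHAC1 (1.29), CTH, an enzyme of cysteine synthesis (1.29), DDIT3, which encodes CHOP (1.08), and SLC3A2, an amino acid transporter subunit (1.04), were among them. Immediate early genes went both ways, with EGR1 (0.64) and FOSB (0.67) up and MYC (−0.69) down among 24 (2 up and 1 down when adjusted over the list alone), while the list rose as a whole (camera, adjusted p = 0.0232, and adjusted p = 0.0466 with an estimated correlation), and the call of FOSB was lost without that array or without empty vector + TNFα replicate 2. The 17 p53 targets had no member that passed (0 when adjusted over the list alone) and rose as a list (camera, adjusted p = 5.62e-04, but adjusted p = 0.108 with an estimated correlation). Of 34 genes of glycolysis and HIF1α, KDM3A (0.93), VEGFA and PKLR (0.60) rose and none fell (3 when adjusted over the list alone, camera adjusted p = 0.243), where KDM3A and PKLR were lost without replicate 3 of H133W + TNFα or replicate 1 of empty vector + TNFα and KDM3A also without replicates 2 and 3 of the latter. No ribosomal protein of 55 and no sirtuin of 7 passed (0 and 1 when adjusted over the list alone, camera adjusted p = 0.628 and 0.907).

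The array of H133W + TNFα replicate 3, which had the largest difference between the ends of β-actin and GAPDH, weighed on these counts. Without it 369 transcripts were upregulated and 32 downregulated, and 309 of the 660 calls were kept, with 224 lost up and 127 lost down. Of the 146 downregulated transcripts 19 kept their call. The 10 largest falls that met the rule for named genes included AMER1, EPHA4, PANX1, NRP2 and TFPI2, which all lost their calls without this array, and also without single arrays of empty vector + TNFα (replicates 1 and 2 for EPHA4, any of the 3 for the others). By contrast HSPA6 (3.84), CRYAB (3.46), INHBE (2.32) and TLR3 (−1.07) kept theirs. In the same way there were 9 ATF4 targets and 4 heat shock genes upregulated. Without replicate 1 or replicate 2, which leaves a pair with replicate 3, there were 1886 and 1532 changed transcripts, 857 and 870 of them up and 1029 and 662 down. Without empty vector + TNFα replicate 1, 2 or 3, 83, 81 or 73 were downregulated. Without the 3 arrays of lowest weight 380 were up and 38 down.

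**Figure D4:**
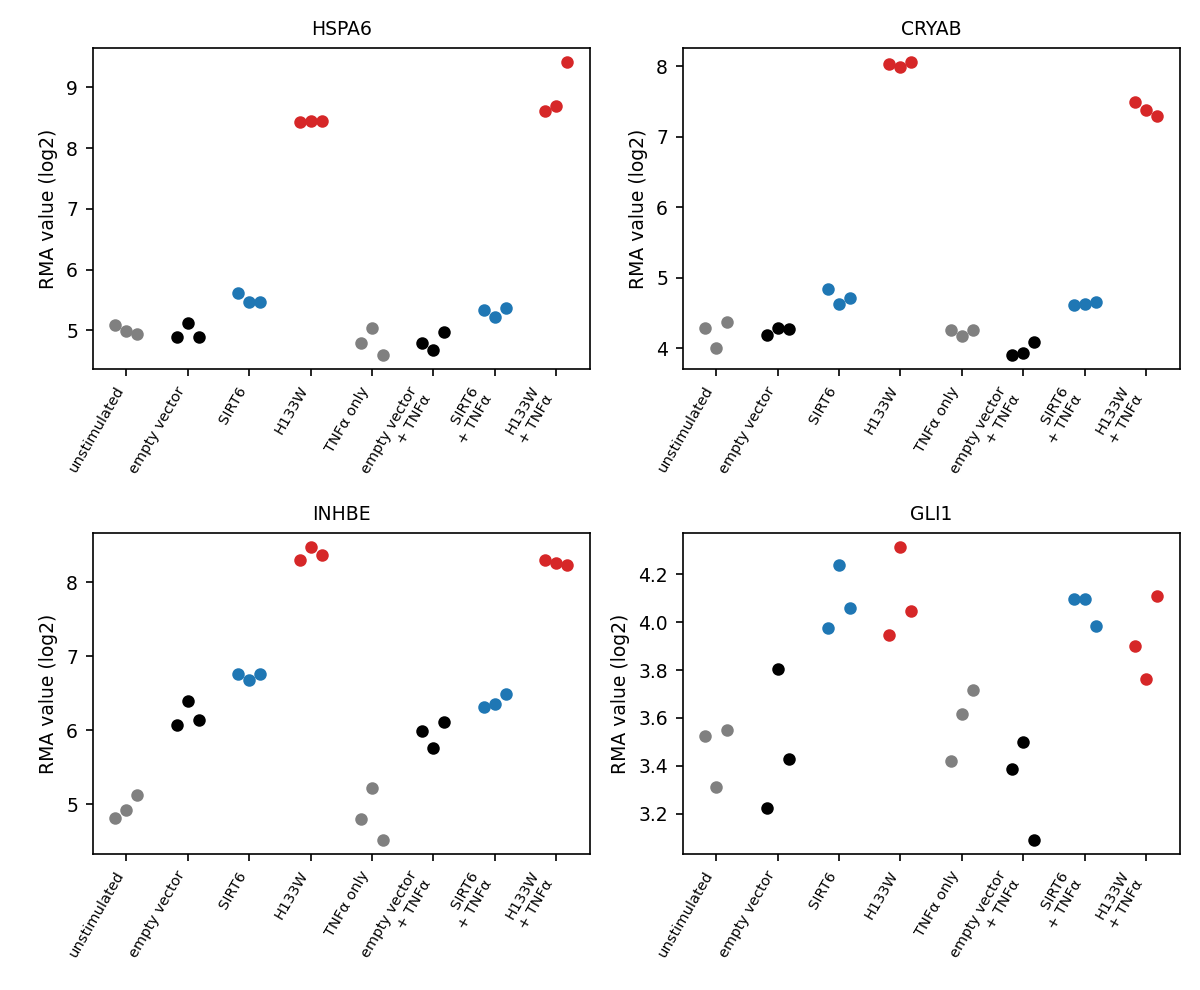
Log2 values of HSPA6, CRYAB, INHBE and GLI1 on each of the 24 arrays, by condition, with an axis of its own for each gene. Each point is 1 array, and HSPA6, CRYAB and INHBE are highest in H133W cells without and with TNFα.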

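H133W changed many of the same transcripts without and with TNFα. Of the 369 transcripts changed without TNFα (comparison 4), 211 were also changed with it (comparison 6), which is 57.2%, with 208 up in both, 3 down in both and none in opposite directions. They stand for 165 genes, 56.7% of the genes of comparison 4. By chance 4.05 would be up and 0.106 down in both. CRYAB, HSPA6, INHBE, PHF21B, INSM2, H2AC6 and H4C8 were among the shared genes. The comparisons hold no array in common. Without H133W + TNFα replicate 3 the overlap was 230 up and 2 down, and without the 3 arrays of lowest weight it was 240 up and 4 down. The overlap was much smaller with each comparison fitted on its own arrays. The larger spread of the H133W + TNFα arrays may be a reason beside the smaller number of arrays.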

The overlap between these 415 gene expression changes in comparison 6 and the 251 gene expression changes in comparison 4 show 168 changes overlap (67%). 

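Single genes of the developmental and cell cycle pathways rose in H133W cells with TNFα. Of the 6 lists drawn up here only G2-M shifted as a whole against other genes, and not with an estimated correlation (camera, adjusted p = 0.156). CDT1, which licenses replication origins, rose by 0.69 (SE 0.10) and ORC1 by 0.66 (SE 0.16) among 49 G1-S genes, with none falling (2 when adjusted over the list alone, camera adjusted p = 0.163). HEY2, a target of NOTCH, rose by 0.93 (SE 0.14), 1 of 36 (1 when adjusted over the list alone, camera adjusted p = 0.351). In WNT signalling WNT2B (0.84) and SFRP4 (0.72) rose and FZD4 (−0.64) and LGR5 (−0.63) fell among 55 (2 up and 2 down when adjusted over the list alone, camera adjusted p = 0.455). HELQ, a helicase, was 1 of 36 genes of double-strand break repair to rise (0.60, 1 when adjusted over the list alone, camera adjusted p = 0.375, although fry, which tests the genes without comparing them with others, gave an adjusted p of 0.00615). GLI1 was 1 of 23 Hedgehog genes (1 when adjusted over the list alone, camera adjusted p = 0.336). CENPA fell (−0.59) among 27 G2-M genes, none rose (1 fell when adjusted over the list alone), and this list fell as a whole (camera, adjusted p = 6.09e-04, but adjusted p = 0.156 with an estimated correlation).

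A test for members moving either way (fry, mixed), which does not compare them with other genes, passed for all 6 lists, with adjusted p values of 2.18e-07 for WNT, 6.46e-05 for Hedgehog, 1.06e-04 for NOTCH, 2.47e-04 for G1-S, 0.00176 for G2-M and 0.00754 for double-strand break repair. It also passed for most of the 24 lists, those of chemokines and interferon-stimulated genes among them.

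Counted over 1 probe set per gene, the one with the highest mean, on which 284 genes were upregulated, none of these 6 lists held an excess of genes that passed the test, although 5 of them held more than the expected number, such as 2 of G1-S against 0.704 (Fisher's exact test, 1-sided, adjusted p = 0.469 for G1-S, 0.498 for WNT, 0.68 for Hedgehog, 0.75 for NOTCH and double-strand break repair and 1 for G2-M). The lists were drawn up by hand with 23 to 55 measured genes, and they are not the pathways of Table 3. Without H133W + TNFα replicate 3 the calls of ORC1, HELQ, FZD4, LGR5, GLI1 and CENPA were lost. Those of ORC1, LGR5 and SFRP4 were lost without any single empty vector + TNFα array, SFRP4 also without H133W + TNFα replicate 1, CENPA without empty vector + TNFα replicate 2 or 3, HELQ without replicate 2 and GLI1 without replicate 3.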

Pathway enrichment analyses of the 356 genes using a modified version of the PAGE algorithm [24], revealed an excess of genes involved in cell-cycle pathways, specifically the G1-S stage as well as double-stranded DNA damage repair and the NOTCH, WNT and Hedgehog pathways (Table 3). The 356 genes were also found to be over-represented for genes regulated by transcription factors GLI (p value 0.0163; genes NHLH1, GLI1, OLIG2, VEGFA and CD24) and GLI3 (*p* value 0.0207; GLI1). This set of genes was not significantly enriched for NFκB transcription binding sites. 

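GLI1, the transcription factor and target of Hedgehog signalling, rose by 0.60 (SE 0.14, adjusted p = 0.0157) in H133W cells with TNFα, from a log2 value of 3.33 ± 0.21 (SD, n = 3) to 3.92 ± 0.17 (SD, n = 3). It was also higher in H133W cells without TNFα (0.62, SE 0.14, adjusted p = 0.0164) and in cells with wild type SIRT6 and TNFα (0.73, SE 0.14, adjusted p = 0.0389), and in SIRT6 cells without TNFα its change was 0.61 (adjusted p = 0.162). These levels lie below the median of all probe sets, 5.34. NHLH1, a neural transcription factor, rose by 0.76 (SE 0.14), the vascular growth factor VEGFA by 0.61 (SE 0.10) and OLIG2, a transcription factor of the glial lineage, by 0.80 (SE 0.16).

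Other probe sets of the same genes did not always pass. For VEGFA 1 of 4 rose in comparison 6, and the 3 others rose without TNFα instead (0.64, 0.61 and 0.67). OLIG2 had 1 of 2 and CD24 had 1 of 6 upregulated, and the CD24 probe set with the highest level changed by 0.13 (adjusted p = 0.688). Without H133W + TNFα replicate 3, GLI1 was higher by 0.50 and did not pass (adjusted p = 0.0758), nor did it without empty vector + TNFα replicate 3, whereas NHLH1 (0.70), OLIG2 (0.61) and the VEGFA probe set (0.64) did. The VEGFA call was lost without empty vector + TNFα replicate 2. The call of GLI1 was lost with any single array left out in SIRT6 cells with TNFα, and without H133W replicate 2 or 3 or empty vector replicate 1 or 3 in H133W cells without TNFα.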

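H133W changed few genes of the NFκB response after TNFα, and none of the feedback list. Of 20 genes of NFκB feedback and signalling none passed (0 when adjusted over the list alone, camera adjusted p = 0.62, with 9596 transcripts of the comparison at an unadjusted p under 0.05), where 0.287 upregulated genes would be expected. RELB differed by 0.21 (adjusted p = 0.607), and NFKBIE, which encodes IκBε, by 0.35 (adjusted p = 0.167). Of 28 chemokines and cytokines LIF (0.59) and IL11 (0.59) rose and CXCL10 fell (2 up and 1 down when adjusted over the list alone, camera adjusted p = 0.513). The call of LIF was lost without H133W + TNFα replicate 3 or empty vector + TNFα replicate 1, and that of IL11 without H133W + TNFα replicate 1 or any single empty vector + TNFα array. No adhesion molecule of 14 passed (1 fell when adjusted over the list alone, camera adjusted p = 0.0712), and VCAM1 had a change of −0.65 (SE 0.19, adjusted p = 0.0547), which without H133W + TNFα replicate 3 was −0.92 and passed (adjusted p = 0.00267). Of 250 probe sets of the TNFα profile 16 were changed in comparison 6, a larger share than the 660 of all 42898 named probe sets. Of the 16, 12 went in the direction in which TNFα moves them and 4 against it. ICAM1 and CCL1 were among their genes beside CXCL10 and TLR7. Tested as an interaction of H133W and TNFα, the feedback list responded less than in empty vector cells (camera, adjusted p = 3.61e-04, and 0.0104 with an estimated correlation). Chemokines and cytokines and immediate early genes did so too (camera, adjusted p = 0.0221 for each, and 0.0383 with an estimated correlation). Without the 3 arrays of lowest weight neither of these passed (camera, adjusted p = 0.0585 for each), whereas the feedback list did (adjusted p = 1.54e-07). By fry the feedback list passed (adjusted p = 0.00811) and the other lists did not (adjusted p = 0.136 for each).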

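Histone genes and zinc finger genes stood out among the transcripts upregulated by H133W with TNFα. H2AC6 rose from a log2 value of 8.33 ± 0.037 (SD, n = 3) to 10.02 ± 0.0679 (SD, n = 3), H4C8 by 1.45 (SE 0.16), H3C6 by 1.21 (SE 0.11) and H4C11 by 0.85 (SE 0.14). These are 4 of 42 replication-dependent histone genes, and none fell (4 when adjusted over the list alone, camera adjusted p = 0.0178, but adjusted p = 0.411 with an estimated correlation). Over all probe sets 9 of histone genes were upregulated, including those shared by several genes, and 8 of the 9 without H133W + TNFα replicate 3. The same 4 genes rose without TNFα, H2AC6 by 1.65, H3C6 by 0.87 (with a second probe set at 0.0073, adjusted p = 0.987) and H4C11 by 0.68, a call that was lost without H133W replicate 3 or empty vector replicate 2. H2AC6 also rose with wild type SIRT6.

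Zinc finger genes named ZNF, most of which encode sequence-specific DNA-binding proteins, rose in 36 of 466 cases and none fell (37 rose when adjusted over the list alone, camera adjusted p = 3.18e-09, and adjusted p = 0.0131 with an estimated correlation). Chance would give 6.69 among the 284 genes upregulated on the probe set with their highest mean (Fisher's exact test, 1-sided, adjusted p = 4.16e-15 over 24 lists). ZNF418 (1.33), ZNF79 (1.30), ZNF211 (1.18) and ZNF473 (1.15) rose most among those named. Without H133W + TNFα replicate 3 the number was 20. The lists of zinc finger, histone, heat shock, ATF4 target and splicing genes were written after the paper's supplementary lists had been read, so that their excess is not independent of the study's own results. In the same test the excess of ATF4 targets had an adjusted p of 2.03e-12, that of heat shock genes 1.28e-04 and that of histone genes 0.0182.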

The upregulated genes, which included 8 histones, were also highly enriched for genes involved in transcription regulation, cell motility, chromatin assembly and embryonic epithelial cell development [25].

**Table 3:** Pathway enrichment analyses of the 356 genes from comparison 6 using a modified version of the PAGE algorithm.

Pathway	No. of Geneson Pathway	P Value	Pvals_FDR	Genes_on_pathway_and_on_chip	No. of significantgenes on pathway
Cell cycle_G1-S Growth factorregulation	179	6.94E-08	3.30E-05	175	27
DNA damage_Checkpoint	148	4.50E-06	1.47E-03	147	19
Cell cycle_G1-S	206	1.30E-05	3.87E-03	203	25
DNA damage_DBS repair	132	1.71E-05	4.79E-03	124	16
Signal transduction_NOTCHsignaling	225	2.10E-05	5.58E-03	222	29
Signal transduction_WNTsignaling	205	5.83E-05	1.24E-02	199	22
Apoptosis_Apoptoticmitochondria	89	7.17E-05	1.45E-02	87	8
Cell cycle_S phase	177	7.22E-05	1.45E-02	169	20
Cell cycle_G1-S Interleukinregulation	105	1.27E-04	2.25E-02	105	15
Development_Hemopoiesis,Erythropoietin pathway	138	1.42E-04	2.37E-02	135	18
Transcription_mRNA processing	159	1.58E-04	2.52E-02	154	21
Development_Hedgehogsignaling	296	1.82E-04	2.84E-02	291	33
Development_EMT_Regulationof epithelial-to-mesenchymaltransition	272	1.98E-04	2.93E-02	263	28
Cell cycle_Meiosis	159	2.56E-04	3.62E-02	149	19
Cell cycle_G0-G1	89	2.84E-04	3.87E-02	88	15
Cell cycle_G2-M	244	2.88E-04	3.89E-02	237	30

Significant pathways (*p*<0.05) are listed below with the number of genes in the pathway and the number of significant genes in the 356 dataset that are present in the pathway.

## Discussion

The purpose of our study was to develop assays for the discovery of drugs that enhanced the deacetylase activity of SIRT6 and consequently might inhibit NFκB dependent gene expression and act as novel anti-inflammatory or anti-aging medicines. The initial focus of our study was based on recent observations that SIRT6 controls gene expression through its interaction with transcription factors, specifically NFκB and through this mechanism SIRT6 influences inflammation and aging.

We constructed an enzymatic assay for SIRT6 suitable for high throughput drug screening and used this to characterise the kinetics of the enzyme. We showed SIRT6 had a surprisingly low deacetylase activity *in vitro* with values for *k_cat_* of 1.67×10^−5^ s^−1^ and a *K_m, app_* for the peptide substrate of 14 µM thus giving a *k_cat_/K_m_ ratio of* 1.2 M^−1^ s^−1^. Such exceptionally low kinetic values are at the extreme low end in term of enzyme efficiency [26] and raise serious doubts about whether this represents a true enzymatic activity for SIRT6. We are reasonably confident that this does not simply reflect misfolded protein produced in *E. coli* because of the CD spectra and the fact that SIRT6 purified from mammalian cell overexpresion gave similar results. Additionally the *K_m_* for peptide and NAD^+^ appear to be in an acceptable range. We are also confident that the N-terminal tag is not interfering with enzymatic activity since its removal had no influence. To address our doubts about the significance of the deacetylase activity of SIRT6 we over expressed the wild type and mutant forms in mammalian cells and examined the effect on overall levels of H3K9Ac. We confirmed that at the levels of over expression we achieved we were able to substantially reduce or eliminate detectable H3K9Ac in cells with the wild type enzyme whereas the mutants were inactive in this respect although they clearly localised to the cell nucleus. We conclude from these observations that SIRT6 may require another factor or factors to function as an H3K9Ac deacetylase in cells. There could, of course, be catalytic implications on these observations of a low turnover mechanism of SIRT6 deacetylation, or indeed whether this is the primary activity of this enzyme, compared to ADP-ribosylation or even NAD^+^ glycohydrolase activity, as has been reported for PfSir2 [27].

Having established transfection conditions where over expression of SIRT6 could substantially reduce H3K9Ac levels in the nucleus; we sought to explore the consequences of this on NFκB function and NFκB dependent gene expression. We found that over expression of SIRT6 had no detectable influence on the nuclear/cytoplasmic ratio of RelA/p65 nor was the nuclear mobility of RelA/p65 in response to TNFα stimulation affected by over expression of either wild type or H133W SIRT6. If SIRT6 were having an influence on chromatin/DNA association of NFκB we would have expected to see some changes in these parameters, although to be definitive one may have to measure real time oscillations of NFκB in live cells rather than taking a single time point. The significance of this data is that it measures the influence of SIRT6 on a functional readout of NFκB at the single cell level and not an average response in a pool of transiently transfected cells. Over expression of SIRT6 or H133W in HEK cells appeared to have no influence on TNFα induced secretion of MCP1, an inflammatory gene known to be regulated by NFκB, nor did it influence TNFα induced gene expression of MCP1. We went on to perform genome wide transcriptome analysis following TNFα stimulation of HEK293 cells for 4 hours. Our results show a clear signature of TNFα induction of well characterised inflammatory genes, however, over expression of wild type or H133W SIRT6 only had a modest or no significant effect at suppressing this inflammatory transcriptional response.

Thus, by means of a variety of experimental approaches our findings put into doubt whether SIRT6 was exerting a significant influence on NFκB function. A trivial explanation for this lack of effect is that in our transient transfections we do not have sufficient over expression of SIRT6 to show a detectable influence on NFκB. We believe this is unlikely because our transfection efficiency is routinely between 20–50% and we titrated our transfection conditions based on our analysis of the suppression of nuclear H3K9Ac levels (Figure 3). Finally as a positive control, the over expression of H133W did have a profound effect on gene expression. 

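Wild type SIRT6 moved the transcripts of H133W in the same direction, by a smaller amount. Of 369 probe sets changed by H133W without TNFα, 91.9% went the same way in SIRT6 cells with TNFα, which share no array with them, by a mean log2 of 0.29 in the direction of the call against 0.82 for H133W. The SIRT6 + TNFα arrays all lay above the empty vector + TNFα arrays on this mean. The 0.82 comes from the comparison that picked these probe sets, which inflates it. With TNFα, on arrays that did not pick them, the median in the direction of the call was 0.662 for H133W and 0.277 for SIRT6. Conversely, of 660 probe sets changed by H133W with TNFα, 85.8% went the same way in SIRT6 cells without TNFα. Of the 19 transcripts upregulated by SIRT6 without TNFα, 16 were upregulated by H133W with TNFα, and 21 of 32 changed by SIRT6 with TNFα were changed the same way by H133W without it.

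Tested directly, H133W cells had 49 transcripts higher and 7 lower than SIRT6 cells without TNFα, and 129 higher and 27 lower with it. The 56 without TNFα were 36 without SIRT6 replicate 1, 37 without H133W replicate 3 and 86 without the 3 arrays of lowest weight. The 156 with TNFα were 91, 76 and 78 without SIRT6 + TNFα replicates 1, 2 and 3, 927, 419 and 98 without H133W + TNFα replicates 1, 2 and 3, and 4 with the arrays of the contrast only. CRYAB (3.30 without and 2.75 with TNFα), INHBE (1.65 and 1.88) and HSPA6 (2.93 and 3.60) were the genes with the largest differences in both tests. Across all probe sets, which are not independent, the effects of SIRT6 and H133W had a correlation of 0.116 between comparisons 3 and 6 and 0.191 between comparisons 5 and 4. The first turned to −0.0154 without empty vector replicate 3, was 0.00271 and 0.351 without empty vector replicates 1 and 2, 0.0294, 0.0535 and 0.312 without H133W + TNFα replicates 1, 2 and 3 and 0.0653 without SIRT6 replicate 2, and 0.327 without the 3 arrays of lowest weight. The second was 0.101 and 0.318 without H133W replicates 1 and 3 and 0.105 without empty vector + TNFα replicate 1. Comparisons 3 and 4 gave 0.584 and comparisons 5 and 6 gave 0.456, where sharing the control arrays alone gave 0.501 in simulated data. The covariances were 0.00371 and 0.00539 without shared arrays, and 0.0153 and 0.0157 with them, against a simulated 0.0102. Part of the likeness of comparisons with shared controls may therefore come from those controls. How much cannot be told, because the same simulated values served for both pairs although the arrays differ in spread. The SD of the residuals was 0.101 to 0.113 for empty vector + TNFα, 0.130 to 0.165 for empty vector and 0.181 to 0.322 for H133W + TNFα.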

Over expression of this catalytically dead mutant probably exerted a dominant negative effect, suppressing histone deacetylation so maintaining or activating expression of a number of genes. These gene changes add to the body of evidence that SIRT6 does play a role in regulation of transcription, however, in our hands these gene expression changes are not dependent on NFκB. Instead, we found that a key functional component of SIRT6 regulated genes is the Gli transcription factor which controls genes in developmental pathways such as Hedgehog, NOTCH and WNT signalling. Our findings are clearly different from previous results on the transcriptional role of SIRT6 obtained by performing knock outs or knock downs [28]. As an alternative to using siRNA to knock out SIRT6, we chose to use a catalytically dead mutant reasoning that if SIRT6 functions in a multiprotein complex, the function and possibly assembly of that complex may be profoundly disrupted by a knock out. At this stage we have no good explanation why over expression of wild type or dominant negative SIRT6 and knock outs should generate such divergent conclusions. SIRT6 clearly physically interacts with RelA/p65 (as does the H133W mutant, data not shown) and in SIRT6 knock outs this interaction would be lost which may have consequences on NFkB dependent gene expression. Clearly understanding this discrepancy is crucial if we are to understand how a pharmacological inhibitor or activator of SIRT6 would behave.

## Materials and Methods

### Materials

NAD^+^, nicotinamide (NAM) and DTT were purchased from Sigma. Antibodies were purchased as indicated. TNFα was purchased from R&D Systems. Unless otherwise indicated, other chemicals were sourced through Fischer.

### SIRT6 Cloning

Human SIRT6 cDNA was amplified by PCR and cloned into a modified pET28a expression vector (Novagen). This vector was adapted to incorporate a Flag tag upstream of a 6xHIS tag and thrombin (th) cleavage site (CTGGTGCCGCGTGGTAGC LVPRGS). In addition to this Flag-6His-th-tag, the N-terminus of SIRT6 was modified with a Tev (GAAAACCTGTATTTTCAGGGC ENLYFQG) or Precission protease site. Site directed mutagenesis was performed using the Agilent QuikChange II XL Site-Directed Mutagenesis Kit. All constructs were confirmed by DNA sequencing.

### SIRT6 Expression

SIRT6 was expressed in overnight cultures of *E. coli* Rosetta2 DE3 cells in 50×100 ml shake flasks. The total cell pellet mass in these conditions (typically 60 g) was resuspended into 400 mL of lysis buffer (50 mM TRIS HCl, 100 mM NaCl, 20 mM Imidazole, 10% Glycerol (v/v), 1 mM DTT pH8.0+ Roche Protease inhibitor tablets) and sonicated. The clarified lysate was affinity purified on Ni-NTA beads (Qiagen) and eluted with elution buffer (150 mM Imdazole, 50 mM TRIS HCl pH 8.0, 100 mM NaCl,10% Glycerol (v/v), 1 mM DTT + Roche Protease inhibitor tablets). The elute was separated on a HiLoad Superdex 16/60 Prep-grade column equilibrated with 50 mM TRIS HCl pH 8.0, 1 mM DTT, 100 mM NaCl, 10% Glycerol (v/v). To produce SIRT6 without an N-terminal tag, a cDNA construct was made with a Prescission Protease site 3′ to the Flag-6His tag. 15 µL of PreScission Protease (GE Healthcare Bio-Science 27-0843-01) was added to 1.47 mg of tagged-SIRT6 and left on a roller overnight at 4°C. Uncleaved SIRT6 was removed with a Ni-NTA resin and the cleaved SIRT6 was further purified on a HiLoad Superdex 200 10/30 size exclusion column run at 0.5 mL/min in 50 mM TRIS HCl pH 8.0, 1 mM DTT, 100 mM NaCl, 10% Glycerol (v/v). All purified proteins were confirmed by N-terminal Edman sequencing. Protein concentration was determined by the Bradford method.

### Kinetic Characterisation Using an *in vitro* SIRT6 Deacetylase Assay

All peptides were purchased from Cambridge Research Biochemicals. Reactions were performed at 37°C in a 384-well polypropylene plate in buffer containing 50 mM TRIS-HCl pH 7.5, 137 mM NaCl, 2.7 mM KCl, 1 mM MgCl_2_, 1 mM DTT and 0.05% pluronic F-127 (v/v). SIRT6 (1–2 µM final concentration, or higher for the catalytically-compromised mutants) was incubated with 500 µM NAD^+^ and the reaction initiated with a peptide based around the acetylated lysine9 of histone H3: ART(K(QSY7))QTAR(K-acetyl)STGG(K(Tamra))APR (10 µM final concentration). At selected time points, aliquots were removed and added to a Greiner low volume 384-well black assay plate containing nicotinamide (NAM, 40 mM final concentration) to terminate the deacetylation reaction. Following sample collection, endoproteinase Lys-C (9.3×10^−4^ au/ml final concentration, Sigma) was added to cleave the deacetylated SIRT6 peptide and fluorescence was monitored 90 minutes post termination and cleavage, using a Tecan Ultra kinetic microplate reader (excitation 530 nm, emission 590 nm). The rate of SIRT6 deacetylation was calculated from the slope of a linear regression of the individual time-course data under a timeframe where steady-state initial velocity was maintained. The amount of product was quantified in comparison to calibration with known amounts of STGG(K(Tamra))APR peptide. For determination of the apparent *K_m_* values for the peptide substrate, the method was as described above, except that the concentration of peptide was varied from 160 µM whilst the concentration of NAD^+^ was kept constant at 500 µM. Progress curves ascertained at various peptide concentrations over a period of 1 hour. Rates of peptide deacetylation were ascertained using linear regression of the timecourse data over appropriate periods of linearity. Data were fitted to the Michaelis-Menten equation using the Grafit data analysis package.
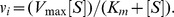

For determination of the apparent *K_m_* values for the NAD^+^ substrate, the method was as described above, except that the concentration of NAD^+^ was varied from 1 mM whilst the concentration of peptide was kept constant at 10 µM. Data were fitted to the Michaelis-Menten equation using the Grafit data analysis package.

### Histone H3/H4 Deacetylation Assay

Histone H3/H4 was purified from HEK293 cells as previously described [29]. 10 µM of purified Histone H3/H4 was incubated with different amounts of SIRT6 for 2 hours at 37°C in deacetylation buffer (10 mM TRIS pH 8.0, 250 mM NaCl, 10% glycerol (v/v), 2.7 mM KCl) in the presence of DTT (0.5 mM) and NAD^+^ (5 mM). The reaction was stopped by addition of 4X NuPAGE sample buffer and heating at 80°C for 10 minutes. Samples were analysed by SDS-PAGE followed by Western blotting and immunodetection with anti-H3K9Ac antibody.

### Cell Transfection and Functional Assays

HEK293 (obtained from ATCC as CRL-1573) cells were routinely transfected with wild type SIRT6 cDNA or mutant forms of SIRT6 cloned into a pcDNA3 expression vector using OptiMEM medium (Invitrogen) and FuGene HD transfection reagent (Roche). 20–50% transfection efficiencies were routinely obtained without obvious cytotoxicity. Cells were transfected with increasing doses of SIRT6 expression vectors (0.5 µg–20 µg/10000 cells per well in a white flat clear bottom 384-well plate). TNFα was added to a final concentration of 10 ng/ml and cells incubated for 48 hours at 37°C. Parallel wells were analysed for cell viability using the Cell Titre Glo assay (Promega) and TNFα-induced MCP-1 secretion into the culture supernatant was normalised to the number of viable cells per well. MCP-1 levels were determined using the MCP-1 Alpha Lisa Kit, (Perkin Elmer). For determination of cellular H3K9 deacetylase activity, HEK293 cells were transfected with SIRT6 or mutant SIRT6 expression vectors as described above. Cells were pre-incubated for 24 hours with the HDAC inhibitor SAHA (1 µM) to increase background levels of histone acetylation. Cells (50 µl at 2×10^5^ cells/ml) were plated out in black clear bottom Poly-D-lysine-coated 384-well plates (Greiner Bio-one, Cell Coat) and allowed to adhere overnight. Cells were fixed with 20 µl/well of 4% paraformaldehyde (v/v) for 10 minutes followed by permeabilisation for 10 minutes with 20 µl of 0.2% TritonX100 (v/v) in PBS followed by addition of 20 µl 1% BSA (w/v), 0.1% Tween 20 (v/v) in PBS for 30 minutes shaking at room temperature. Staining was performed by adding 20 µl of primary antibody and incubating for one hour at room temperature with gentle shaking (1∶1000 anti-H3K9Ac (Millipore 06-942) or 1∶2000 anti-Flag (Sigma) in 1% BSA (w/v), 0.1% Tween (v/v) in PBS). Cells were washed 3 times with PBS, 0.1% Tween (v/v) followed by incubation with fluorescent secondary antibodies diluted 1∶1000. Nuclei were stained with Hoechst dye followed by analysis on a Cellomics array scanner.

### Western Blotting

Transfected cells were lysed on ice for 1 hour in 420 mM NaCl, 20 mM TRIS-HCl pH 7.4, 10 mM KCl, 10 mM MgCl_2_, 2 mM EDTA, 10% glycerol (v/v), 1% Triton X-100 (v/v), protease inhibitor cocktail, followed by gentle sonication. Cell lysates were clarified by centrifugation at 13000 rpm at 4°C for 30 minutes. For western blotting, samples were analysed by SDS-PAGE (NuPAGE, Invitrogen) and transferred to PVDF membrane. Proteins were detected by either anti-FLAG-M2 HRP (Sigma A8592) or with anti-SIRT6 (Sigma S2197 or Bethyl Lab. A302-452A) followed by appropriate HRP-coupled secondary antibodies and ECL reagent (Pierce).

### Immunocytochemistry for RelA/p65 and SIRT6

HEK293 cells were transfected with wild type SIRT6 or SIRT6 mutants as described previously. Following any experimental manipulation, cell were fixed in phosphate-buffered 4% paraformaldehyde (v/v) solution, washed with phosphate-buffered saline (PBS) and permeabilised by 0.2% Triton X-100 (v/v). Autofluorescence was reduced by incubating cells in 15 mM Glycine in PBS, and specific immunofluorescence was enhanced by a further incubation in Image-IT signal enhancer (Invitrogen, Carlsbad, CA, USA). Antibody incubations were carried out in PBS containing 1% Gelatin (w/v) and 0.2% Saponin (w/v) (PGS). Cells were incubated in a mixture of the following primary antibodies for 1 hour: rabbit anti-human NFκB/p65 (Thermo Fisher Scientific, Runcorn, UK) at 20 µg/ml, rat anti-DYKDDDDK Tag (BioLegend, San Diego, CA, USA) at 1 µg/ml and 1/500 monoclonal mouse anti-human SIRT6 (#H00051548-M01, Abnova, Taipei City, Taiwan). Samples were washed in PBS and then incubated in a mixture of goat anti-rabbit Alexa Fluor 488, goat anti-rat Alexa Fluor 568, and goat anti-mouse Alexa Fluor 633 (Invitrogen, Carlsbad, CA, USA) all at 20 µg/ml for 1 hour. After washing, nuclei were counterstained with Hoechst 33342 (Invitrogen, Carlsbad, CA, USA) at 5 µM in PBS for 10minutes at 37°C. Samples were washed and Citifluor anti-fade mountant was added (Agar Scientific, UK), and plates stored at 4°C in the dark before confocal microscopy.

#### Confocal microscopy of immunocytochemistry samples

Confocal microscopy was carried out with a Leica SP5 confocal microscope with Leica LAS software (Leica Microsystems, Milton Keynes, UK). Images were captured with x20 and x63 objective lenses. Sequential images were taken of Hoechst 33342 fluorescence at 405 nm excitation, 450 nm emission, Alexa Fluor 488 at 488 nm excitation, 530 nm emission, Alexa Fluor 568 at 551 nm excitation 600 nm emission, and Alexa Fluor 633 at 633 nm excitation, 670 nm emission. The detector gains were adjusted to avoid saturation of the images that showed the brightest fluorescence, and then the same gain settings were used throughout the experiment. The images were stored as monochrome 8 bit TIF files with 512×512 pixels.

#### Image analysis of immunocytochemistry samples

Image analysis was performed with a Leica Q500 IW image analyser (Leica Microsystems, Milton Keynes, UK) using a customised macro program. The macro performed the following functions: Load monochrome images, combine them into a colour image, allow analysis regions to be defined, detect the immunofluorescence and nuclear stain from background by grey thresholding, and measure the mean intensities of immunostaining in the nucleus and cytoplasm of each cell. The same detection settings were used throughout the experiment. Ratios of nuclear divided by cytoplasmic intensity were calculated and the numbers of positively stained nuclei with intensities >1.25× cytoplasmic intensity were identified.

#### Confocal microscopy of fluorescence recovery of YFP-tagged p65 after photobleaching (FRAP)

This was carried out as previously described [21] using the Leica SP5 confocal microscope and its FRAP software (Leica Microsystems, Milton Keynes, UK), with a x63 water immersion objective lens. Cells with low to moderate nuclear expression of YFP tagged p65 were selected for measurement. The microscope was zoomed in x5 to image single nuclei and rectangular bleach regions of about 0.25 of nuclear area were selected. Images were recorded in a time-lapse sequence once every 270 mseconds. YFP was imaged using 514 nm excitation and 530 nm emission. Two pre-bleach images were taken, followed by 2 bleach frames at maximum 514 nm laser power. Imaging was continued for a further 30 seconds to record the recovery from photobleaching. The Leica software then measured the intensity of YFP fluorescence during recovery within the bleached area and fitted an exponential curve to the data. Twenty-four nuclei for each condition were tested (+/− SIRT6, +/− TNFα) and data transferred to Microsoft Excel for statistical analysis. The half-time to recovery and immobile fraction were recorded and analysed. After FRAP imaging, cells were fixed and immunostained for p65 and SIRT6 as shown above in order to image both YFP-tagged p65 and SIRT6 and the percentages of cells dual transfected was calculated.

### Microarray Gene Expression Analysis

HEK293 cells were plated at 0.4×10^6^ cells per well in 6-well plates (Costar). Cells were transfected with pCDNA3-Flag-SIRT6 WT, pCDNA3-Flag-SIRT6 H133W mutant, pCDNA3 alone or no DNA. Transfection complexes of DNA and FugeneHD™ were formed in OPTI-MEM serum-free media. Cells were grown in media containing transfection complexes for 24 hours prior to stimulation. Growth media was removed and replaced with fresh media containing TNFα (10 ng/ml) or media containing equivalent volume of PBS/0.1% BSA (w/v) as a control and incubated for 4 hours. For each condition, assays were performed in triplicate. There were 8 test conditions examined in this study as follows:

- unstimulated cells;
- TNFα stimulated cells;
- SIRT6 transfected, unstimulated;
- SIRT6 transfected and stimulated with TNFα;
- H133W SIRT6 transfected, unstimulated;
- H133W SIRT6 transfected and stimulated with TNFα;
- empty vector transfected, unstimulated;
- empty vector transfected and stimulated with TNFα.

At 4 hour post stimulation, media was aspirated completely and cells lysed in 300 µL of RLT Plus buffer (Qiagen). Lysates were stored at −80°C until used for RNA extraction (AROS AB, Denmark). Total cellular RNA was isolated, processed, and hybridized to the oligonucleotide microarray HG 133A Plus 2.0 Gene Chip arrays (Affymetrix, Santa Clara, CA) according to the manufacturer’s instructions.

### Analysis of Gene Expression Changes

Fluorescence raw data of the hybridization were computed, RMA normalized, log2 transformed and statistically analyzed using ArrayStudio v4.0 (Omicsoft). Up- and down-regulated genes were defined by the General Linear Model analysis with false discovery rate (FDR)  = 0.05. *P* values were adjusted for multiple testing using Benjamini Hochberg FDR analysis [30]. The complete datasets are deposited in the Gene Expression Omnibus database [series ID GSE28548]. Comparing TNFα-stimulated cells with their unstimulated controls, we considered genes with a fold-change (FC) of >1.5 or < –1.5 and a *p* value of <0.05 as differentially expressed.

## Supporting Information

File S1 **Complete and detailed lists of significant gene expression changes from all comparisons are provided in File S1.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

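The authors normalized the array intensities by RMA in ArrayStudio 4.0 and deposited log2 values for 54675 probe sets on 24 arrays, and these values were used without further normalization or filtering. Each of the 24 columns was matched to a sample by its label, with 0 columns without a sample. Probe sets were named by the gene table of the platform matched by Entrez ID to current symbols, which gave 42898 named and 11777 unnamed probe sets. Of the named ones 1801 stand for more than 1 gene and 41097 for a single gene, in all 19775 genes.

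A linear model with 1 mean for each of the 8 conditions was fitted to the 24 arrays in R 4.3.3 with limma 3.58.1 (moderated variances, residual degrees of freedom 16, prior degrees of freedom 3.47). The comparisons were taken as contrasts of the means, and p values were adjusted by Benjamini-Hochberg over the 54675 probe sets of each. The fold changes matched those of the paper's supplementary lists to within 1.11e-05 on the log2 scale. Counts are over named probe sets at the paper's thresholds, adjusted p under 0.05 and fold change over 1.5. The paper tested with a general linear model in ArrayStudio, which was run here as a plain linear model beside limma. Lists of genes, 24 in number, were written from general knowledge before the data were examined but after the paper's supplementary lists had been read, so that those for heat shock, ATF4 targets, histones, splicing factors and zinc finger genes are not independent of the study's results. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on the probe set with the highest mean of each gene, and p values were adjusted over 24 lists and 6 comparisons, 144 tests. The overlap of a list with a set of called genes was tested by Fisher's exact test among 19775 genes. Scores and MCP1 were tested by exact permutation of the arrays, 10 splits for 3 arrays against 3, and 400 arrangements within the conditions without and with TNFα for an interaction.

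The genes named in the text were chosen by a rule. It takes the genes the paper names, up to 10 with the largest change in each direction among those that passed with all arrays of the 2 conditions separated, and up to 4 members of each list that passed, or 2 where none did. The supplementary lists of the paper were read before the rule was written, so that their fold changes count as seen. Genes in tests between H133W and SIRT6, BAG3, SLC3A2 and further members of small counts were named after their values were seen.

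In data simulated around the real probe set means with their real SDs, in which 50 transcripts were changed at each of 4 sizes, the test called 43, 46, 50 and 50 of those changed 1.75-, 2-, 3- and 4-fold in comparison 3 and 40, 46, 50 and 50 in comparison 6. None was called in the wrong direction, and 2 and 3 unchanged probe sets were called. All sizes were changed in the same data, which eases the adjusted threshold for each of them.

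Alternatives were a plain linear model, a fit on the arrays of the comparison alone, a variance trend, leaving out dim probe sets, centring or quantile normalizing the arrays again, no fold threshold, counting unnamed probe sets, another probe set per gene, and leaving out each array in turn. The protein, imaging and Western blot experiments and the kinetics of SIRT6 deacetylase activity were not analysed here, since they are not array data. The single transcription factors of Table 2 were not tested, because the database of their targets is not among the data used here.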

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

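Of the tests weighed below, the test of the RNA quality of H133W + TNFα replicate 3 was chosen after the results were seen. Loss of the deacetylase activity, for which no separate test was made, was also taken up after the results were seen. The requirement that a value lie over 2 standard errors from the bound an explanation needs was also added after the values were seen, and it changed no verdict. So was the use of all 3 replicates beside 2 in the test of a stronger effect under TNFα, which left that test undecided.

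Some responses to TNFα in H133W cells were picked out as different from those in empty vector cells by at least 1 test of the interaction. IER3 had an interaction of −0.73 and CALCB of −0.63 on the log2 scale, both past the adjusted threshold. MCP1 had −0.65 (exact permutation p = 0.03, but adjusted p = 0.567 over all probe sets), and the TNFα profile a mean of −0.19 (fry p = 2.28e-06, and exact permutation p = 0.1 for the interaction of its score). The permutation p of the score cannot decide whether chance explains it, since the effect of H133W itself keeps that p from falling below 0.1. Those of MCP1 are exact only for kinds of cell that differ neither without nor with TNFα, and they do not test equal responses alone. The calls of IER3 and CALCB depended on single arrays, since 0 transcripts passed without any 1 of 9 of the 12 arrays. Their sizes hardly moved without H133W + TNFα replicate 3, at −0.706 and −0.611. The difference in the response of MCP1 between empty vector and untransfected cells was −0.68 (exact permutation p = 0.02, but adjusted p = 1 over all probe sets). Direct comparisons of H133W with SIRT6 gave 56 changed transcripts without TNFα and 156 with it. Further signals lay in a comparison and in groups of genes that the paper does not name. They are 32 transcripts changed between empty vector and untransfected cells, and, within comparison 6, 5 heat shock genes, 12 targets of ATF4 and 36 zinc finger genes upregulated. The paper does report genes of transcription regulation among those upregulated in comparison 6. The 3 lists were written after the paper's supplementary lists had been read, so that these counts were not found independently.

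The first pattern is the calls of comparison 6, 224 up and 127 down, that were lost without H133W + TNFα replicate 3. The RNA quality of that array may account for them, since empty vector replicate 2, the other array with a large β-actin difference, deviated from its own replicates in the same direction, by a median of 0.208 over these calls against 0.0811 over the calls that were kept. An effect carried by this 1 array alone stays open, because replicates 1 and 2 kept a median share of 0.673 of the change, against 0.957 for the kept calls, and calls picked with 1 array exaggerate that array. A stronger effect of H133W under TNFα, which needs an excess over 0.25, stays open too. The effect with TNFα exceeded that without it by a median of 0.0874 (SE 0.017) over these calls with replicates 1 and 2, but these replicates also decided which calls were lost, and with all 3 replicates the excess was 0.323 (SE 0.235). No further array could decide it.

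The second pattern is that wild type SIRT6 with TNFα moved 91.9% of the transcripts of comparison 4 the way of H133W. For transfection with any plasmid as the cause, the median change between empty vector and untransfected cells with TNFα was 0.119 (SE 0.0374). This value cannot test it, because both sides of comparison 5 carry a plasmid and an effect common to all plasmids cancels. The RNA quality of the 3 arrays of lowest weight was argued against. Comparison 5 holds none of them. With transcripts picked without them the median SIRT6 effect was 0.267, where less than 0.5 of 0.277, the median with all arrays, was needed. Loss of the deacetylase activity as the whole cause is at odds with the pattern itself, a median of 0.277 with the active protein, and no separate test of it was made. A part of the H133W effect that needs no loss of activity, such as a response to the amount of SIRT6 protein, may explain the pattern, and the amount of protein per plasmid was not tested.

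The third pattern is the smaller response of the TNFα profile in H133W cells. The array of H133W + TNFα replicate 3 was argued against by a mean interaction of −0.174 without it. The choice of the profile on the empty vector arrays was argued against by −0.149 (SE 0.0203) with a profile from untransfected cells alone. With the wild type the mean interaction was −0.0332. This value cannot decide whether the presence of SIRT6 protein is the cause, because the amount of protein per plasmid was not tested. Wild type SIRT6 also moved the transcripts of comparison 4 less with TNFα, by a median of 0.277 against 0.662 for H133W. A higher start could explain the smaller response of the rising part alone, which H133W raised by 0.171 without TNFα (0.146 with the profile from untransfected cells). The falling part was lowered by as much, −0.169, and its response did not shrink to that extent (mean interaction −0.0108), so that a shifted start does not shrink every response. Whether a ceiling of expression or of hybridisation limits the response was not tested.

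With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In each comparison 1 split, the real one, gave a count as large. The count of pathway lists in this paragraph includes the histone list beside G2-M. The real counts and the highest of the other splits were 404 and 0, 390 and 0, 19 and 1, 369 and 0, 32 and 0 and 660 and 0 for comparisons 1 to 6, 422 and 0 and 522 and 31 for TNFα in SIRT6 and H133W cells, 56 and 0 and 156 and 0 for H133W against SIRT6, 32 and 0 for empty vector against untransfected cells, and 2 and 1 for the pathway lists. For the overlaps of comparisons 1 and 2 (297, highest other 0) and of comparisons 4 and 6 (211, highest other 0) 1 of 100 splits was as large, but the other splits of each comparison made no calls, so that they do not test the overlap itself. For the 0 interactions of SIRT6 and of the vector (highest other 1 and 43) all 100 splits are as large by construction and say nothing. For H133W 5 of 100 splits were as large as the 2 calls, with up to 2385 where whole groups were exchanged in 1 stratum and up to 1037 among the rest. Beside the real split, each of them moved 2 or 3 more arrays with TNFα than without it, which turns the effect of H133W itself into an interaction, so that they do not measure chance, and chance was not excluded.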

How the results depend on the processing

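The settings without H133W + TNFα replicate 3 for comparisons that do not hold it, without the 3 arrays of lowest weight, and with p values adjusted over 8 comparisons together were added after seeing the data. No called value changed its sign, but the correlation of comparisons 3 and 6, which has no test, turned negative without empty vector replicate 3. Of the values under single changes of the processing 210 stayed the same, 27 moved by more than 1.5-fold or 1 SD, 1 became stronger and 2 weaker. Except where a setting drops a threshold or leaves out only arrays outside the comparison, the cause was not tested.

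With no fold threshold, which only adds transcripts, the counts were 954, 815, 38, 1496, 66 and 2570 for comparisons 1 to 6, 1052 and 1563 for TNFα in SIRT6 and H133W cells, 213 and 553 for H133W against SIRT6 without and with TNFα, 111 for empty vector against untransfected cells, 626 for the overlap of comparisons 1 and 2 and 808 for that of comparisons 4 and 6. With the arrays of the contrast only, which leaves fewer arrays to estimate the spread, they were 1 in comparison 3, 78 in comparison 6, 91 for TNFα in H133W cells, 0 for the H133W interaction, 4 for H133W + TNFα against SIRT6 + TNFα, 0 for empty vector against untransfected cells and 64 for the overlap of comparisons 4 and 6. Comparison 1 kept 245 upregulated and 131 downregulated in such a fit, so that fewer arrays alone need not explain these falls. Arrays centred on the median gave 1 for the H133W interaction. For empty vector against untransfected cells a plain linear model gave 18, quantile normalization 13 and all probe sets, named or not, 51.

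With an estimated correlation the adjusted p of the G2-M list in comparison 6 was 0.156 and that of the histone list 0.411, and fry gave 0.00615 for double-strand break repair. The correlation of SIRT6 and H133W effects was 0.584 for comparisons 3 and 4 and 0.456 for comparisons 5 and 6, which share arrays, and 0.357 for comparisons 5 and 4 over probe sets above the median.

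Without the 3 arrays the counts were 39, 61 and 418 in comparisons 3, 5 and 6, 0 for the H133W interaction, 86 for H133W against SIRT6 and 17 for empty vector against untransfected cells. The SIRT6 interaction of the profile was −0.0355, with a fry p of 0.0456, and the correlation of comparisons 3 and 6 was 0.327. Adjusted over 8 comparisons with a plain linear model, comparison 3 had 31.

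Leaving out single arrays gave 8 to 34 in comparison 3, 14 to 49 in comparison 5, 401 to 1886 in comparison 6, 394 to 1539 for TNFα in H133W cells, 0 to 2 for the H133W interaction, 36 to 80 for H133W against SIRT6, 76 to 927 with TNFα, 10 to 79 for empty vector against untransfected cells, and a correlation of −0.0154 to 0.3514 for comparisons 3 and 6 and of 0.1013 to 0.3179 for comparisons 5 and 4. The 34 and 49 of comparisons 3 and 5 came without an array outside the comparison, since arrays of the comparison gave at most 20 and 22. Such an array can act only through the spread that the model shares among all arrays. The adjusted p of the histone list was 0.00211 to 0.0617. Comparisons 1, 2 and 4 (297 to 462) and the overlaps stayed within 1.5-fold. Of the 220 named transcripts called, 139 kept their call under each change of the processing and 125 also without each single array.

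With a replicate block in the model the counts were 399, 384, 18, 362, 28 and 637 for comparisons 1 to 6. The residuals of arrays with the same replicate number had a median correlation of 0.009, against 0.005 for other numbers, which gives no sign of pairing. Of the 24 arrays 11 fit best with their own number, a count that was not compared with chance.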

Differences from the paper's values

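The counts use the paper's thresholds, and the paper's values are from its Table 1. The alternatives were set before the data were examined, apart from the 1 named below as added.

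In comparison 3 the paper gives 27 genes upregulated, and 14 were found here. No fold threshold (29) came within 1.5-fold of the paper's value, and the other alternatives did not. In comparison 5 the paper gives 38 genes upregulated, and 25 were found. A variance trend (26), centred arrays (26), quantile normalization (28) and no fold threshold (52) came within 1.5-fold, and the others did not. In comparison 4 the paper gives 8 probe sets and 8 genes downregulated, and 31 and 31 were found. Only leaving out H133W replicate 3 (10) came within 1.5-fold. In comparison 6 the paper gives 59 probe sets and 59 genes downregulated, and 146 and 137 were found. Only leaving out empty vector + TNFα replicate 1, 2 or 3 came within 1.5-fold, with 83, 81 and 73 probe sets and 77, 78 and 68 genes.

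A plain linear model adjusted over 8 comparisons together, chosen after seeing the values, gave 24 genes in comparison 3, 34 in comparison 5 and 65 probe sets and 61 genes downregulated in comparison 6, within 1.5-fold, but 20 downregulated in comparison 4, where the paper gives 8. It also departs where limma did not, with 1 downregulated against the paper's 0 in comparison 3 and 4 against the paper's 2 in comparison 5. It drops 10, 10, 0, 10, 1 and 20 of the probe sets the paper lists for comparisons 1 to 6, and 18 and 37 of those for TNFα in SIRT6 and H133W cells, of which 10, 10, 0, 10, 1 and 18, and 12 and 22, have no gene name now. The limma test drops 10, 10, 8, 10, 11 and 18, and 12 and 22.

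The paper finds G1-S, double-strand break repair, NOTCH, WNT, Hedgehog and G2-M pathways over-represented in comparison 6. The lists of these names used here, which are not the paper's, gave adjusted p values of 0.469, 0.75, 0.75, 0.498, 0.68 and 1, and the G2-M list fell as a whole (camera, adjusted p = 6.09e-04, but adjusted p = 0.156 with an estimated correlation). The histone genes went with the paper, with 9 probe sets upregulated.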

Other observations

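The empty vector itself raised the list of ATF4 targets, while no heat shock gene of 23 and no ER chaperone of 20 passed. Compared with untransfected cells, 32 transcripts for 28 genes were upregulated and 0 downregulated. INHBE rose by 1.25, CHAC1, an enzyme that degrades glutathione, by 1.06 and PHF21B by 0.80, and these 3 were among the genes that also rose with H133W. Of 39 targets of ATF4 2 rose (camera, adjusted p = 2.06e-18, and adjusted p = 0.0149 with an estimated correlation). Without empty vector replicate 2 the count was 10, and a plain linear model gave 18. Quantile normalization also lowered the count. No call was left in a fit on the arrays of this comparison alone, which leaves fewer arrays to estimate the spread.

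The arrays differ in how much they spread around the mean of their condition. The SD of the residuals was 0.322 on H133W + TNFα replicate 3 and 0.0954 to 0.194 on the other arrays, and the residuals of this array and of empty vector replicate 2 had a correlation of 0.544 across probe sets. Over the lost calls of comparison 6, 83.8% of the deviations of empty vector replicate 2 had the sign of the call, against 66% over the kept calls. No 2 arrays were duplicates.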
